# Gut bacteria induce IgA expression in pituitary hormone-secreting cells during aging

**DOI:** 10.1016/j.isci.2023.107747

**Published:** 2023-08-26

**Authors:** Yehua Li, Jiawen Wang, Rui Wang, Ying Chang, Xiaodong Wang

**Keywords:** Immunology, Microbiome, Endocrinology

## Abstract

Pituitary hormone decline is a hallmark of aging. However, the precise gene regulation mechanism during pituitary aging is unclear. Here, we characterized the cell population alteration and global transcriptional change during pituitary aging through single-cell RNA sequencing (scRNA-seq). We found that mRNA-encoding components of protein translational machinery declined the most in the pituitary during aging. Remarkably, Immunoglobulin A (IgA) was found to be expressed in hormone-secreting cells, and the IgA expression level increased dramatically in aged pituitary. Moreover, the pituitary IgA expression was regulated by gut microbiota. The non-hematopoietic origin of the IgA+ cells in the pituitary was further confirmed through bone marrow transplantation. Somatotropes were identified as the most prominent IgA-producing cells through lineage tracing. Thus, pituitary hormone-secreting cells can generate IgA in an age-dependent manner, and such a process is influenced by gut bacteria.

## Highlights

• Protein translational machinery decline in aged pituitary hormone-secreting cells
• B cell-independent IgA expression increases in aged pituitary
• Gut bacteria regulate IgA expression in pituitary cells
• Somatotropes are the prominent IgA-producing hormone-secreting cells

## Introduction

The pituitary gland is the master endocrine organ that drives highly conserved physiologic processes in mammals.^1^^,^^2^^,^^3^ The anterior pituitary is the major hormone secretion gland that consists of five types of endocrine cells: growth hormone (GH) secretion somatotropes, adrenocorticotropin (ACTH) secretion corticotropes, thyroid-stimulating hormone (TSH) secretion thyrotropes, sex hormone secretion gonadotropes, and prolactin (PRL) secretion lactotropes.^4^^,^^5^ Besides hormone-secreting cells, other supporting cells, including mesenchymal cells, endothelial cells, and macrophages are important components of the normal pituitary.^6^^,^^7^

Pituitary hormone alteration, such as GH decline, is a hallmark of mammalian aging.^8^^,^^9^ Although many studies address the cause and effect of pituitary hormone changes during aging, especially the GH-IGF-1 (insulin-like growth factor 1) axis, a global transcriptional picture showing the different types of cell alteration and gene expression changes at individual cell resolution during the pituitary aging process is still missing.

IgA is a unique type of antibody secreted to the mucosal surface, and its dimerization and secretion are facilitated by covalent attachment to the J chain.^10^^,^^11^ Secretory IgA in mucosal surfaces, mainly intestinal epithelium, helps to provide a physical barrier to defend against foreign pathogens, including bacteria and viruses.^12^^,^^13^^,^^14^ In addition, IgA provides exquisite control of the microbiota within the intestine by affecting bacterial colonization and gene expression. Concurrently, microbiome signals also stimulate IgA production.^15^^,^^16^ Besides functions on epithelial surfaces, IgA is also found to regulate neuro-inflammation and defend against infections in the meninges.^17^^,^^18^ IgA has been known to be produced by plasma cells, the terminally differentiated B cells.

In this study, we provided a comprehensive scope of cell populations and gene expression changes during pituitary aging with individual cell resolution. The results showed that translational dysfunction, but not transcriptional decline, might be the cause of hormonal alteration during pituitary aging. Surprisingly, this study also revealed IgA generation in the hormone-secreting cells during aging of the pituitary, and such a process is influenced by the gut microbiome.

## Result

### Messenger RNAs-encoding protein translational machinery declined in pituitary hormone-secreting cells during aging

To study cell population alteration and better characterize gene regulation during pituitary aging, we performed single-cell RNA sequencing (scRNA-seq) of cells isolated from the pituitary of young (2–3 months old) and old (18–24 months old) C57/B6 mice. Blood was removed from the mice by perfusion, and pituitary cells were dissociated as previously reported.^19^^,^^20^^,^^21^ Four young or old pituitaries were mixed together and then the live cells were sorted and collected by fluorescence-activated cell sorting (FACS). The scRNA-seq was performed on the sorted cells using the 10x Genomics Chromium platform. The analysis of 16,214 (9,407 from young and 6,807 from old) high-quality single-cell transcriptomes with uniform manifold approximation and projection (UMAP) revealed 7 distinct cell types (Figures 1A and S1A). Characterization of markers in these clusters identified them as several types of hormone-secreting cells (Hsc-1 to 4), endothelial cells (Endo), mesenchymal cells (Mes), and macrophages (Mac) (Figures S1B and S1C). When comparing the cell populations in young and old pituitary, we observed a shift in the largest population of hormone-secreting cells Hsc-1, while the other cell populations remained similar (Figures S2A and S2B).

**Figure 1:**
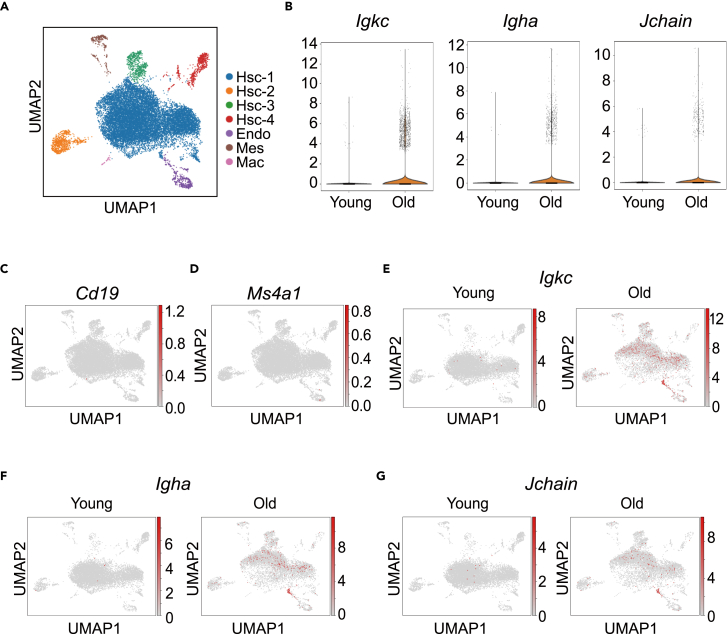
Single-cell RNA-seq (scRNA-seq) analysis reveals IgA+ cells increase in old mouse pituitary (A) ScRNA-seq of the pituitary from young (2–3 months old) and old (18–24 months old) female mice using the 10x Genomics Chromium platform. Uniform manifold approximation and projection (UMAP) clustering of 16,214 single-cell transcriptomes (9,407 from young and 6,807 from old) colored by cell-type clusters. Hsc represents for hormone-secreting cells, Endo for endothelial cells, Mes for mesenchymal cells, and Mac for macrophages. (B) Violin plot showing expression of immunoglobulin kappa constant (*Igkc*), immunoglobulin heavy constant alpha (*Igha*), and *Jchain* as log-normalized counts in young and old pituitary cells. Each dot represents the expression level in one single cell. *Igkc*∗∗∗p = 4.72x10^−28^, *Igha*∗∗∗p = 6.23x10^−8^, *Jchain*∗p = 0.03. p values are false discovery rate (FDR)-corrected, Wilcoxon differential expression test. (C and D) Scatterplots showing the expression of *Cd19* (C) and *Ms4a1* (D) in mice pituitary cells projecting on the UMAP plot. Gray to red coloring indicate low to high-expression levels. (E–G) Scatterplots showing the expression of *Igkc*, *Igha,* and *Jchain* in young and old mice pituitary projecting on the UMAP plot. Gray to red coloring indicate low to high expression levels.

To define the specific change of Hsc-1 during aging, we compared the gene expression profiles of Hsc-1 in young and old pituitaries. Pathway analysis of differentially expressed genes showed that the genes functioning in ribosome-mediated cytoplasmic translation showed the most drastic decline in expression during aging (Figure S2C). Among the top 10 downregulated pathways in aged Hsc-1, 8 were ribosomal subunits, indicating that protein translation decline in hormone secretion cells was the most significant change during pituitary aging. This phenomenon is consistent with the previous observation that pituitary hormones, products of the protein translational machinery, decrease in aged mice.^8^^,^^9^ Among the top 10 upregulated pathways, 4 were transcription related, which might constitute a compensatory response to the translational decline in Hsc-1 cell populations in the aged pituitary.

### Increase of B cell-independent IgA expression in aged pituitary

While investigating the gene expression change of Hsc-1 cells in aged pituitary, we noticed that *Igha* (IgA heavy chain), *Igkc* (kappa light chain), and *Jchain*, the three genes contributing to the assembly of dimeric IgA, were among the top upregulated genes (Figure S2D). Since Hsc-1 clustered as pituitary hormone-secreting cells, this result was surprising. Consistent with *Igha*, *Igkc*, and *Jchain* increase in Hsc-1, the number of cells expressing these three genes increased dramatically in the aged pituitary. (Figure 1B). The expression of B cell marker genes *Cd19* and *Ms4a1* (Cd20) was mostly absent in the pituitary regardless of age, suggesting the non-B cell origin of the IgA+ cells in the old pituitary (Figures 1C and 1D). Further investigation of single-cell transcriptomic data showed that *Igkc*, *Igha*, and *Jchain* were indeed expressed in some of the hormone-secreting cells (Figures 1E–1G).

To confirm that it was an age-dependent generation of IgA, we did transcription profiling of young and old pituitary. 

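Whole pituitary of young (2–3 months old) and old (18–24 months old) C57BL/6 mice, in 4 samples per age, was profiled by bulk mRNA sequencing, which averages over all cell types of the gland. The samples are numbered within each age, and neither the paper's text nor the labels say that each came from a separate mouse, so the p-values measure the spread between these samples. The authors aligned the reads with STAR to GRCm38, counted paired-end fragments over exons of the Ensembl annotation with featureCounts, and deposited FPKM (fragments scaled to exon length and library size) computed with edgeR, 1 value for each of 49585 gene rows per library. The deposited FPKM are not counts, so old and young pituitary were compared with limma on log2(FPKM + 0.1), over the 23498 genes with a mean of at least 0.1 FPKM and with Benjamini-Hochberg adjustment. Fold changes on this log2 scale understate the change of genes with low FPKM. Exon lengths of GENCODE M21 and the steps between low values gave back the number of fragments behind the FPKM. The young libraries held 15042321 to 20429604 fragments (median 17741027.5) and the old libraries 16098530 to 19272104 fragments (median 17988581).
A few transcripts took a large part of each library. Gh, the growth hormone gene, took 5.37 ± 0.504% of the fragments in young pituitary (SD, n = 4) and 2.10 ± 0.272% in old pituitary (SD, n = 4). Prl, the prolactin gene, took 7.35 ± 0.437% in young and 7.44 ± 0.957% in old pituitary. Rn18s-rs5, Gm42418 and AY036118, genes of a ribosomal RNA repeat, took 33.8 to 40.3% of the fragments. Gm42418 and AY036118 overlap on opposite strands, and the strand setting of the counting is not given. Whether a fragment was counted for more than 1 gene is therefore not known. FPKM are scaled to the whole library, and with this scaling the median log2 fold change of all genes tested was 0.15 from young to old. It was 0.02 when the 7 hormone genes and these 3 genes were left out of the library size, a setting chosen after the data had been examined.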

Circulating immune cells in blood were removed from the mice by perfusion, and mRNA was extracted from the whole pituitary for next-generation sequencing. 

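Igkc, which encodes the constant region of the kappa light chain, and Igha, which encodes that of the IgA heavy chain, were higher in every old library than in every young one and had the largest log2 fold changes, on the log2(FPKM + 0.1) scale, of the genes named here. Igkc lies on chromosome 6 of GRCm38 from 70726435 to 70726966. Its level was 0.840 ± 0.456 FPKM (SD, n = 4) in young and 24.8 ± 5.33 FPKM (SD, n = 4) in old pituitary, a 29.6-fold difference of means. On the log2(FPKM + 0.1) scale the fold change was 4.82 (standard error 0.33, adjusted p = 0.0026 from limma). Igha lies on chromosome 12 from 113254830 to 113260236 and rose from 0.166 ± 0.0318 FPKM to 8.31 ± 2.81 FPKM (SD, n = 4 each), or 50.0-fold. Its log2 fold change was 4.93 (standard error 0.23, adjusted p = 0.00030 from limma). The young values of both genes rest on few fragments, 33 for Igkc and 31 for Igha over the 4 libraries, against 943 and 1585 in old pituitary.
Ighm, the constant gene of IgM, rose from 0.993 ± 0.271 to 3.39 ± 0.337 FPKM (SD, n = 4 each), a log2 fold change of 1.70 (standard error 0.18, adjusted p = 0.011 from limma). It was the only gene to pass the test among the 7 other antibody constant genes of Figure 2A that were tested. Ighg2b had no fragment in young and 39 in old pituitary, which is at least 12.9-fold higher when the young group is set at 3 fragments (adjusted p = 0.10 from limma). Iglc2 had no fragment in young and 13 in old pituitary, at least 4.31-fold higher by the same floor (adjusted p = 0.13 from limma). Ighg1 had 1 fragment in young and 59 in old pituitary, of which 47 came from old replicate 3, Ighg2c 1 and 20, and Iglc1 4 and 15, with adjusted p-values of 0.30, 0.13 and 0.43 from limma. Ighg3 had an adjusted p of 0.40 from the same test. Ighd, with 15 fragments in young and 9 in old pituitary, lay below the filter, as did Iglc3 with 0 and 5, and no fragment was counted for Ighe or Iglc4. The Ighg genes and the Iglc genes are close copies of one another, so their separate counts are uncertain. Over the 9 constant genes tested, 3 were higher and none was lower (6 higher when adjusted over the list alone). As a list they stood above other genes (adjusted p = 7.1e-06 from camera), a call that is lost with an estimated correlation (adjusted p = 0.065). The estimated correlation was -0.041, below the 0.01 preset for camera, so a higher correlation did not cause the loss. The list holds Igkc and Igha, which the paper reports as increased in these libraries, so its test is not independent of that result.
Transcripts of other cells were measured in the same libraries. Jchain, whose product joins IgA into dimers, rose with a log2 fold change of 2.84 (standard error 0.45, adjusted p = 0.028 from limma), and its levels were 0.0790 ± 0.0664 FPKM in young and 1.29 ± 0.808 FPKM in old pituitary (SD, n = 4 each). Its adjusted p was up to 0.076 from limma when 1 library was left out, and it kept its call in 1 of 8 such tests, that without old replicate 4. It and Slamf7 were the 2 genes that rose in limma among the 16 plasma cell genes tested (7 higher and 2 lower when adjusted over the list alone, and 6 higher and 2 lower with voom and with limma-trend on log2 CPM). Compared with other genes, the list had an adjusted p of 0.16 from camera (0.50 with an estimated correlation). That comparison cannot decide on rare plasma cells, because whole pituitary averages all cell types and the list was not limited to genes low in young pituitary. Tested for a shift in one direction against no change, which is a different question, the plasma cell list had an adjusted p of 0.0073 from fry. For changes in either direction it was 0.00012 from fry. None of the 8 B cell genes tested passed the test in limma (3 higher and 1 lower both at an unadjusted p under 0.05 and when adjusted over the list alone, and 1 higher and 1 lower with voom), and the list had an adjusted p of 0.87 from camera. From fry the B cell list had an adjusted p of 0.13 for a shift in one direction and 6.6e-05 for changes in either direction. Ms4a1 had 4 fragments in young and 27 in old pituitary, below the filter. Of 13 genes of T and NK cells, Cxcr3 and Klrd1 rose (6 higher when adjusted over the list alone; adjusted p = 0.0088 from camera, adjusted p = 0.38 with an estimated correlation). Of 19 macrophage genes, 4 rose, among them Lyz2 with a log2 fold change of 1.31 (17 higher when adjusted over the list alone; adjusted p = 7.1e-09 from camera, adjusted p = 0.32 with an estimated correlation). None of 13 blood cell genes passed the test in limma or voom (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05; adjusted p = 0.91 from camera). The calls of Slamf7, Klrd1 and Lyz2 were lost with RLE, upper-quartile and TMM scaling (adjusted p of 0.052 to 0.062 from limma), and that of Klrd1, with 5 young and 16 old fragments, also with voom (adjusted p = 0.12). When 1 library was left out, Slamf7 kept its call in 2 of 8 tests, Klrd1 in 1 of the 7 in which it passed the filter and Cxcr3 in 2 of 5.
Among all genes tested, 436 were higher and 111 lower in old pituitary (64 to 327 and 21 to 163 when 1 library was left out). With the hormone genes and the ribosomal RNA repeat genes out of the library size, 213 were higher and 187 lower, and Igkc, Igha and Ighm still passed the test. The paper uses this comparison of perfused glands to test whether IgA is generated with age.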

The *Igkc* and *Igha* mRNA levels were significantly increased in the old pituitary, while expressions of genes encoding other antibody subtypes were largely unchanged (Figure 2A). Additionally, qRT-PCR and *in situ* hybridization results further confirmed the upregulation of *Igkc* and *Igha* mRNA in old pituitary (Figures 2B and S3A). At the protein level, immunoblotting of perfused pituitary cell lysates showed a pronounced increase of immunoglobulin κ chain and α chain, products of *Igkc* and *Igha*, in old pituitary (Figure 2C). The immunohistochemistry (IHC) staining using an antibody against IgA heavy chain also showed positive signals in the pituitaries of old mice (Figure 2D). To better quantify the IgA+ cells, pituitaries from young or old mice were dissociated to single cells and stained with Phycoerythrin (PE)-conjugated anti-IgA antibody after fixation. The samples were then subjected to FACS analysis to calculate the percentage of IgA+ cells in the whole pituitary. The percentage of IgA+ in old pituitary increased significantly, although the overall percentage was low (Figures 2E and S3B).

**Figure 2:**
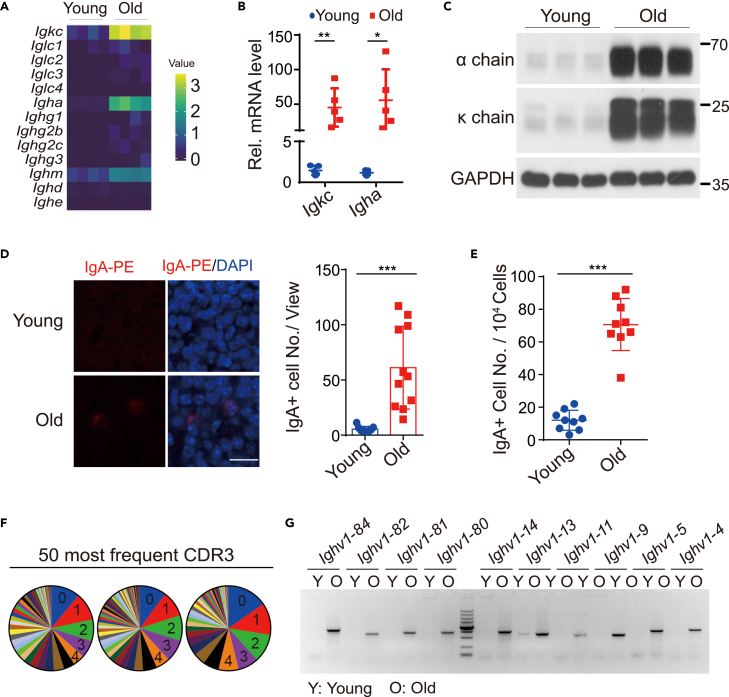
Increase of clonal heterogeneous IgA+ cells in old pituitary (A) Heatmap showing the normalized expression of immunoglobulin light chains and immunoglobulin heavy chains in young and old pituitary. n = 4 samples per group. Gray to red indicate low to high-expression levels. (B and C) Quantitative polymerase chain reaction with reverse transcription (qRT-PCR) (B) and Immunoblotting (C) showing mRNA and protein expression of *Igkc* (κ chain) and *Igha* (α chain) in young and old pituitary. n = 4 mice for young and n = 5 mice for old in B. Representative data of three independent experiments for immunoblotting is shown in C. (D) Immunohistochemistry image (left) and quantification (right) of IgA+ cells in the pituitary of young (n = 9) and old (n = 11) mice. Paraffin sections of pituitary from young and old mice were stained with 4′,6-diamidino-2-phenylindole (DAPI) and IgA-PE antibody as described in STAR Methods. Blue is DAPI signal and red is IgA signal. Data were compiled from three independent experiments. Scale bar, 20μM. (E) Quantitation of the IgA+ cells in young and old pituitary. Pituitary cells from young and old mice are stained with IgA-PE antibody and analyzed by Fluorescence-activated cell sorting (FACS) as described in STAR Methods. n = 9 mice per group. (F) Pie charts depicting the relative abundance of 50 most frequent complementarity-determining region 3 (CDR3) amino acid sequences of immunoglobulin α heavy chain in aged pituitary from three mice. Data shown as mean ± s.d., unpaired two-tailed Student’s *t* test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001. (G) PCR result showing selected v chains of IgA heavy chain expression in young and old pituitary. Primers specific for *Igha* are used for reverse transcription of mRNA from young and old mice pituitary and selected v chains are amplified by PCR. The darkest DNA marker band is 1000bp. Image is representative data of three independent experiments.

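In the single libraries, Igkc ranged from 0.500 to 1.47 FPKM in young and from 20.0 to 32.4 FPKM in old pituitary. Igha ranged from 0.128 to 0.199 FPKM in young and from 5.57 to 12.1 FPKM in old pituitary. The old library with the most Igkc, replicate 2, also had the most Igha. Ighg3 was above 0 in replicates 3 and 4 of the old libraries, at 0.0959 and 0.845 FPKM, and at 0 in the others.

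**Figure D1:**
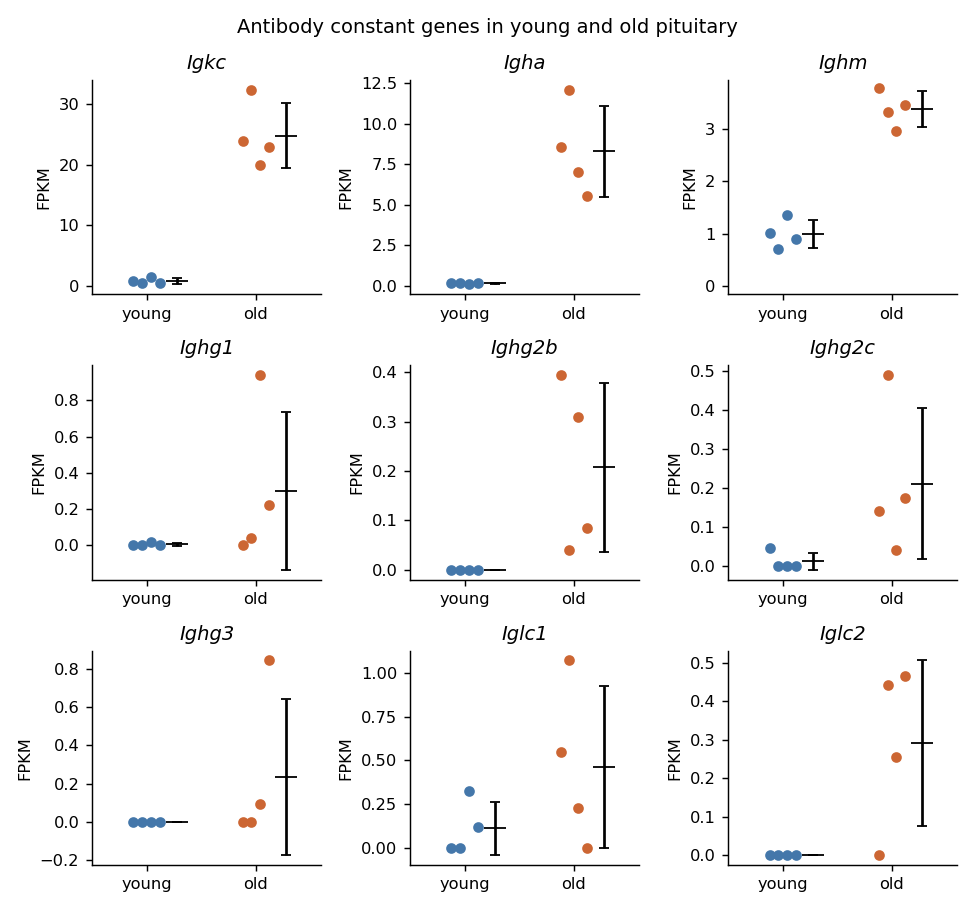
FPKM of 9 antibody constant genes in young and old pituitary, with a separate linear axis for each gene. Points are libraries, and bars give the mean ± SD (n = 4). For Igkc, Igha and Ighm all 4 old libraries lie above all 4 young ones, as for Ighg2b at lower levels, while the points of both ages overlap for Ighg1, Ighg2c, Ighg3, Iglc1 and Iglc2. The lower ends of some SD bars lie below 0, which FPKM cannot reach.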

In addition to the pituitary, we also checked the mRNA expression of *Igha* in other organs. Compared to young animals, the *Igha* mRNA level also increased serval fold in the liver and kidney of old mice, but the changes were much lower than that in the pituitary (>30-fold). The *Igha* mRNA levels deceased in old spleen and were unchanged in the intestine, lung, and brain (Figure S3C). These results indicated that IgA elevation in the pituitary was not a result of global immune system change during aging.

### Clonal heterogeneity of the IgA+ cells in old pituitary

Antibody specificity is determined by its variable region (V-region). The V-region-encoding genes are primarily assembled from the germline V, D, and J gene segments by V(D)J recombination. 

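Fragments of V segments were more frequent in old pituitary, and the shares of the V families differed from those in young pituitary. Summed over the Ighv segments of the heavy chain and the Igkv segments of the kappa light chain, they made up 1.11 ± 0.584 CPM (fragments scaled to the library total) in young and 14.5 ± 4.03 CPM in old pituitary (SD, n = 4 each). This is a 13.1-fold difference (exact permutation test, two-sided, p = 0.029, the smallest p that 4 libraries against 4 allow). The Igkv4 family held 40 of the 77 V segment fragments of the young libraries, or 51.9% (95% Wilson interval 41.0 to 62.7%). In the old libraries it held 145 of 1038, or 14.0% (95% Wilson interval 12.0 to 16.2%). By library its share was 53.2 ± 13.8% in young and 13.5 ± 5.39% in old pituitary (SD, n = 4 each), not tested by itself because it was picked as the largest young family. The Igkv1 family held 7.79% of the young and 16.4% of the old fragments, Igkv6 3.90 and 9.63%, and Ighv1 7.79 and 11.5%, while Igkv12 held 10.4 and 2.70% and Igkv10 6.49 and 2.12%. Over all families, the mean Bray-Curtis distance between libraries of different age exceeded that between libraries of the same age by 0.29 (exact permutation over the 35 splits of the libraries, p = 0.029).
A young library showed 12.25 ± 3.59 segments and an old library 72.25 ± 23.1 (SD, n = 4 each; exact permutation test, two-sided, p = 0.029). Thinned to 8 V segment fragments, the number in the smallest library, young libraries showed 6.80 ± 0.566 and old libraries 7.20 ± 0.344 segments (SD, n = 4 each; exact permutation test, two-sided, p = 0.29), close to the 8 that can be seen at most, so a difference could hardly show. With the fragments of each age summed and those of the old libraries thinned to the 77 of the young ones, 48.9 segments (95% of draws between 42 and 55) were detected in old pituitary, against 37 in young pituitary. Of these 37 segments, 33 were also detected in old pituitary, where 148 were detected. The segment with the most fragments was Igkv1-117, a gene on chromosome 6 of GRCm38 from 68121046 to 68121827, with 1 fragment in young and 86 in old pituitary. It was followed by Igkv1-110 with 4 and 54, Igkv6-15 with 1 and 37, Igkv4-69 with 12 and 17, and Igkv3-4 with 1 and 28, of which 27 came from old replicate 4. Fragments of V segments can come from antibody transcripts of every class. Close copies of a segment also share fragments, so counts of single segments are uncertain. Whether all V segment fragments came from antibody transcripts was not tested. Young replicates 1 to 4 held 15, 25, 22 and 7 Igkv fragments, against 8, 4, 16 and 5 of Igkc. Old replicates 1 to 4 held 157, 242, 203 and 126 Igkv fragments, against 205, 319, 205 and 214 of Igkc. Without old replicate 2, 3 or 4, the test of family usage gave p = 0.057 in the exact permutation over 35 splits, with a difference of 0.26 or 0.27.

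**Figure D2:**
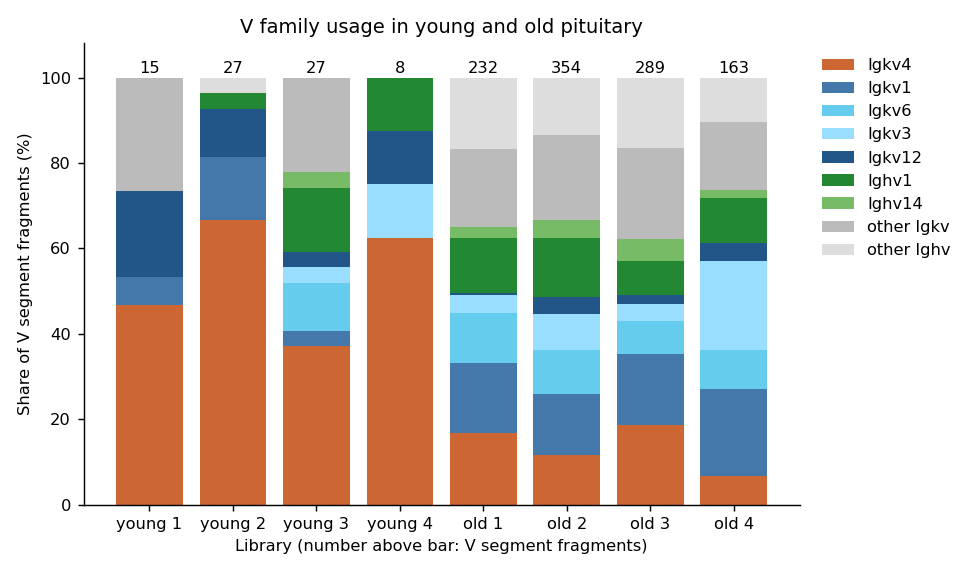
Share of V segment fragments taken by each V family in the 8 libraries, in percent, with the number of V segment fragments above each bar. Igkv4 takes 37.0 to 66.7% in the young libraries and 6.75 to 18.7% in the old ones, and the young libraries hold 8 to 27 fragments each.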

To check the clonal characteristics of IgA+ cells in old pituitary, we analyzed the RNA-seq data and found the repertoire of V segments utilized in immunoglobulin heavy chain and light chain is comparable between the young and old pituitaries, indicating a preselected nature of the pituitary IgA (Table S1). To further analyze the IgA repertoire in the old pituitary, the RNA was isolated from perfused pituitary and transcribed into cDNA with primers specific for the constant region of *Igha* (*Ca*), and BCR sequences were amplified by PCR with primers annealing to FR1 (framework region 1) and the Ca domain. The amplicons were sequenced, and CDR3 diversity was analyzed. Among the top 50 CDR3 of each sample, the frequency of the top 5 was at an equal level, and there was no one dominant CDR3 sequence (Figure 2F). We also used paired primers specifically targeting different V chains and Ca to amplify BCR with different V chains. Consistently, both the distal and proximal V chains in the genome are expressed higher in the old pituitary (Figure 2G). Those data collectively suggested the clonal heterogeneity characteristics of IgA+ cells in aged pituitary.

### Pituitary IgA level is positively correlated with gut-bacteria diversity

In addition to age-related IgA elevation, we also found that pituitary IgA levels varied among different mice, with one particular group expressing the highest level at 3 months old was thus labeled as IgA-high mouse (IgA-high). The mRNA levels of *Igkc* and *Igha* in the pituitary of IgA-high mice were higher than in other mice (Figure 3A). Immunoglobulin κ chain and α chain proteins measured by Western blotting also increased markedly in the 3-month-old IgA-high mice (Figure 3B). To quantify the IgA+ cells in the IgA-high group, pituitary cells from the 3-month-old normal and IgA-high mice were stained with PE-conjugated anti-IgA antibody and analyzed by FACS. As shown in Figures 3C and S4A, the IgA+ cell population increased about 3-fold in IgA-high mice. Similar to the age dependency of normal mice, the gene expression level of *Igha* and *Igkc* in the IgA-high mice also increased as the mice grew older (Figure 3D).

**Figure 3:**
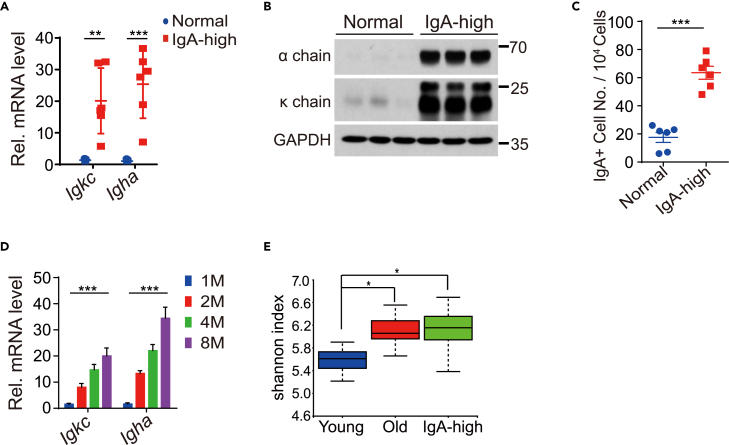
IgA-high mice are with higher gut-bacteria diversity (A and B) qRT-PCR (A) and immunoblotting (B) showing mRNA and protein level of *Igkc* (κ chain) and *Igha* (α chain) in normal and IgA-high mouse pituitary. n = 5 mice for Con and n = 6 mice for IgA-high in A. Representative data of three independent experiments is shown in B. (C) FACS analysis and quantitation of IgA+ cells in pituitary of normal and IgA-high mice. n = 6 mice per group. (D) *Igkc* and *Igha* mRNA level in pituitary of IgA-high mice of different ages. M as Month, n = 6 mice for 1M, 2 M, 4M and n = 5 for 8M. (E) 16S rRNA gene profiling data comparing the gut microbiome of young, old and IgA-high mice. Alpha diversity indicated by Shannon index is shown. n = 9 mice in young and old, n = 10 mice in IgA-high. Data shown as mean ± s.d., unpaired two-tailed Student’s *t* test for a and c, one-way ANOVA test for d and Kruskal Wallis test for e. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001.

Since IgA-high mice were not genetically different from normal mice and IgA expression was reported to be affected by gut microbiota,^15^^,^^22^^,^^23^^,^^24^ we characterized the gut-bacterial microbiome through 16S rRNA sequencing in young IgA-high mice compared with that of normal mice in both young and old age. The ileocecal microbiome was chosen as it was known to encompass much of the diversity within the gastrointestinal tract.^25^ The microbiome community structure of normal young and old mice or IgA-high young mice was assessed using principal coordinate analysis (PCoA) based on unweighted and weighted UniFrac distances. As shown in Figures S4B and S4C, the gut microbiome of normal young mice clustered together, while that of the normal old mice and IgA-high young mice overlapped. This result indicated the similarity of gut microbiota of normal old mice and IgA-high young mice, which differed from that of normal young mice. Further analysis showed bacterial diversity was lower in normal young mice compared with either normal old or IgA-high young mice (Figure 3E). To test whether gut-bacteria diversity controlled the expression of IgA in the pituitary, we orally treated IgA-high young mice with antibiotics for 2 months to reduce the gut-bacteria diversity (Figure S4D). As shown in Figures 4A and 4B, antibiotics treatment inhibited mRNA and protein expression of *Igkc* and *Igha* in the pituitary of those mice. FACS analysis of IgA+ cells in the pituitary of antibiotics treated group showed that IgA+ cells decreased to one-fifth of the untreated group (Figure 4C). These results confirmed that the pituitary IgA level was regulated by the diversity of gut bacteria.

**Figure 4:**
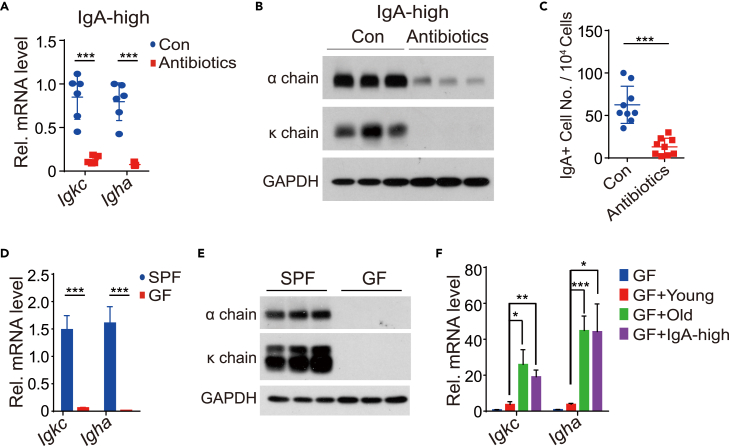
Microbiota determines the amount of IgA+ cells in pituitary (A and B) mRNA (A) and protein (B) level of *Igkc* (κ chain) and *Igha* (α chain) in IgA-high mouse pituitary without (Con) or with (Antibiotics) antibiotics treatment. n = 6 mice for Con and n = 5 mice for Antibiotics in A. Representative data of three independent experiments is shown in B. (C) FACS analysis and quantitation of IgA+ cells in pituitary of control and antibiotics treated mice. n = 9 mice per group. (D and E) qRT-PCR (D) and Immunoblotting (E) result showing *Igkc* (κ chain) and *Igha* (α chain) expression in pituitary of specific pathogen-free (SPF) and germ-free (GF) mice. n = 5 mice per group in D. Representative data of three independent experiments is shown in E. (F) qRT-PCR result showing mRNA level of *Igkc* and *Igha* in GF mice and GF mice transferred with microbiota from young, old and IgA-high mice as indicated. n = 6 mice per group. Data shown as mean ± s.d., unpaired two-tailed Student’s *t* test. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001.

To better characterize the relationship between gut bacteria and IgA expression in the pituitary, we transferred microbiomes from the normal young and old as well as IgA-high young mice to the young germ-free (GF) mice. The *Igkc* and *Igha* expression in GF mice pituitary were negligible compared with the specific pathogen-free (SPF) mice (Figures 4D and 4E). However, after we transferred the gut microbiome from different mice to the GF mice, the *Igkc* and *Igha* expressions were restored. Furthermore, the GF mice receiving microbiome from the normal old or IgA-high young mice expressed higher levels of IgA in their pituitaries than those that received microbiome from normal young mice (Figure 4F). Collectively, our results indicated that the diversity of gut bacteria controlled the IgA expression in the pituitary.

### The hormone-secreting cells that express IgA

Our scRNA-Seq data indicated that the IgA+ cells in the pituitary were from hormone-secreting cells but not conventional B cells. To validate this finding and rule out the possibility that those IgA+ cells were the result of B cell contamination, we conducted a bone marrow transfer experiment using IgA knockout mice with *Igha* constant region exon2 deleted as doner (Figure S5A). The recipients were IgA-high young mice irradiated with a lethal dose of gamma rays and transferred with the bone marrow cells from wild-type or IgA knockout mice. Four weeks after transfer, the mRNA level of *Igha* in the recipient mice spleens and pituitaries was measured by qRT-PCR. The spleen *Igha* mRNA level in *Igha* knockout bone marrow recipients was much lower than that received wild-type bone marrow cells (Figure S5B). However, no difference in *Igha* mRNA levels was observed between mice that received wild-type or *Igha* knockout bone marrow cells, and the levels were comparable to that of non-irradiated mice (Figure 5A), indicating that IgA was generated in non-hematopoietic cells.

**Figure 5:**
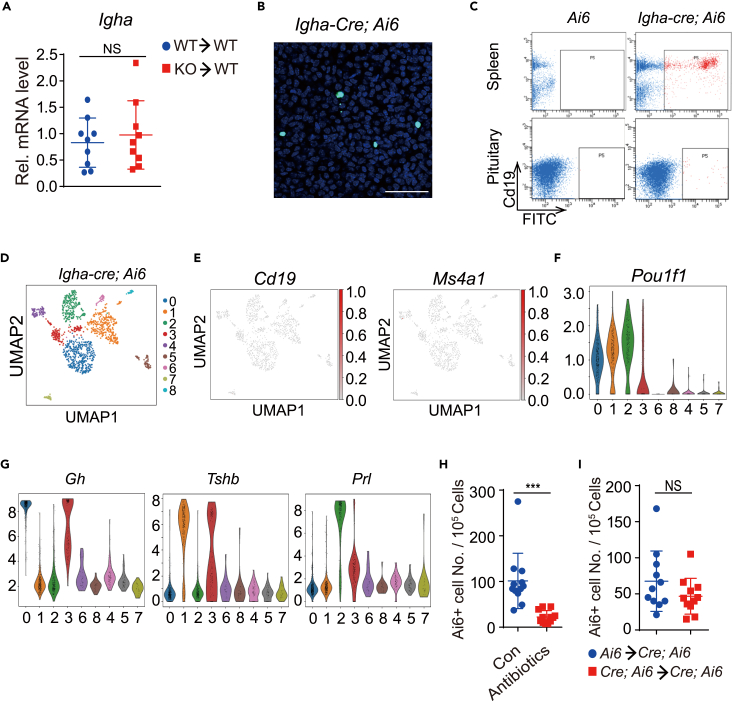
Different types of pituitary hormone-secreting cells express IgA (A) *Igha* mRNA level in pituitary of IgA-high mice transferred with bone marrow from wildtype (WT) and IgA knockout (KO) mice. The mice were sacrificed 4 weeks after bone marrow transfer and pituitary mRNA was analyzed by qRT-PCR. n = 9 mice per group. Data shown as mean ± s.d., unpaired two-tailed Student’s *t* test. NS p > 0.05. (B) Immunohistochemistry image of pituitary from *Igha-cre*; *Ai6* mouse. Green signal indicates ZsGreen expression and DAPI stains cell nucleus is blue. scale bar, 50μM. (C) Analysis of spleen and pituitary cells from *Ai6* and *Igha-cre*; *Ai6* mice. Spleen and pituitary cells from different mice are dissociated and stained with CD19 antibody and analyzed by FACS. Representative data of three independent experiments is shown here. (D) ScRNA-seq of the FACS sorted ZsGreen-positive pituitary cells from *Igha-Cre; Ai6* female mice (4–8 months old) using the 10x Genomics Chromium platform. UMAP clustering of 1,339 single-cell transcriptomes colored by cell-type clusters is depicted. (E) Scatterplots showing the expression of *Cd19* and *Ms4a1* (*Cd20*) in ZsGreen positive pituitary cells from *Igha-Cre; Ai6* mice projecting on the UMAP plot. Gray to red indicate low to high-expression levels. (F and G) Violin plot showing expression of *Pou1f1*, *Gh*, *Tshb*, and *Prl* as log-normalized counts in ZsGreen-positive pituitary cells from *Igha-Cre*; *Ai6* mice. Each dot represents expression level in one single cell. (H) FACS analysis and quantitation of ZsGreen-positive pituitary cells from *Igha-cre*; *Ai6* mice in control or antibiotics treated groups. n = 12 mice per group. (I) FACS analysis and quantitation of ZsGreen-positive pituitary cells of *Igha-cre*; *Ai6* mice transferred with bone marrow from *Ai6* or *Igha-cre*; *Ai6* mice. n = 11 mice per group. Data shown as mean ± s.d., unpaired two-tailed Student’s *t* test. NS p > 0.05, ∗∗∗p < 0.001.

We also sorted Epcam+ hormone-secreting cells of normal young and old mice pituitaries to further examine the *Igkc* and *Igha* expression. The Epcam+ cells in the old pituitary expressed significantly higher levels of *Igkc* and *Igha* than the cells from the young pituitary (Figure S5C). These data further supported the notion that IgA in the old pituitary was generated by hormone-secreting cells rather than circulating B cells.

Since the finding that IgA was produced in the hormone-secreting cells from the pituitary was highly surprising, we tried to further verify this finding by generating *Igha-cre* mice. After crossing *Igha-Cre* mice with the *Ai6* reporter mice, all cells that accomplished V(D)J recombination and class-switching to IgA would drive Cre expression and delete the stop codon before *ZsGreen* gene to induce its expression. Therefore, the cells that had expressed IgA would be labeled by ZsGreen. To obtain ZsGreen signal in the mouse pituitary, *Igha-cre; Ai6* male mice were crossed with IgA-high female mice, and the male mice were removed one week later. This way, the maternal microbiota from IgA-high mice would be transferred to the offspring naturally and make the *Igha-cre; Ai6* mice with higher IgA expression.^26^^,^^27^ In the intestine of those mice, ZsGreen signal was specifically detected in payer’s patch and lamina propria, places where IgA plasma cells reside (Figure S5D). In the spleen, most ZsGreen positive cells were also positive for B cell marker *Cd19* (Figure 5C), indicating successful *Igha*-dependent generation of ZsGreen signal. The ZsGreen signal was detected in the pituitary of those mice as well (Figure 5B). However, the ZsGreen-expressing cells in the pituitary were CD19 negative, a feature that was different from that in the spleen (Figure 5C). ZsGreen-positive cells from the pituitaries of *Igha-Cre*; *Ai6* mice were then sorted and subjected to scRNA-seq. We obtained 1,339 single-cell transcriptomes and divided them into 9 distinct cell types by UMAP analysis (Figure 5D). Marker genes identified them as different types of hormone-secreting cells (cluster 0, 1, 2, 3, 6, and 8), macrophages (cluster 4), mesenchymal cells (cluster 5), and a unique group that expressed the highest level of IgA (cluster 7) (Figure S5E). B cell markers *Cd19* and *Ms4a1* were not detected in most *Igha-Cre*-traced pituitary cells (Figure 5E). Different from cluster 7 in which *Igha* and *Igkc* were highly expressed, other cell clusters express IgA at low levels (Figure S5F). Further analysis of the *Igha-Cre* traced hormone-secreting cells revealed most cells (cluster 0, 1, 2, and 3) were *Pou1f1* positive (Figure 5F). The top 3 clusters (cluster 0–2) with the largest number of cells were somatotropes (cluster 0, 30%), thyrotropes (cluster 1, 24%), and lactotropes (cluster 2, 18%), respectively (Figure 5G). Consistently, IgA expression could be observed in *Pit1-Cre* traced hormone-producing cells from the pituitary of 20M old mice (Figure S5G). These data collectively supported that different hormone-secreting cells in pituitary expressed IgA and somatotropes were the most prominent IgA-producing cells.

Using those *Igha-Cre*; *Ai6* mice, we further validated the relationship between gut-bacteria diversity and IgA+ cells in the pituitary. The *Igha-Cre*; *Ai6* mice were treated with antibiotics to reduce gut-bacteria diversity, and ZsGreen-positive cells in the pituitary were quantified. Consistently, ZsGreen-positive cells in pituitary decreased dramatically after antibiotics treatment (Figure 5H). We also tested the contribution of bone marrow cells to ZsGreen-positive cells in the pituitary. *Igha-Cre*; *Ai6* reporter mice were irradiated with a lethal dose of gamma ray and transplanted with bone marrow cells from *Ai6* or *Igha-Cre*; *Ai6* mice. The ZsGreen-positive cells in pituitaries were quantified one month later. The FACS data showed that the ZsGreen-positive cells in recipient mice were at equal levels regardless of the genotype of the donor (Figure 5I). Thus, IgA in the pituitary was again confirmed to originate from non-hematopoietic cells.

### IgA in pituitary prevents virus infection

Lastly, we tried to figure out the function of IgA in the pituitary. Previous report shows IgA plays an important role in trapping microbes and protecting the body from pathogens challenge.^14^^,^^28^^,^^29^ Given the pituitary is closely related to the circulation system, it may easily be attacked by pathogens in blood and IgA may play some protective roles. To test this hypothesis, we infected the 3–4 months old control and IgA-high mice with Adeno-associated viruses (AAV) expressing EGFP by tail vein injection. Two weeks after virus infection, EGFP expression could be detected in the pituitary, indicating the pituitary could be successfully infected by AAV. Then we compared the infection efficiency in control and IgA-high mice after AAV injection by quantitating EGFP-positive cells in the pituitary. The results showed less EGFP-expressing cells in IgA-high mice pituitary, indicating IgA expressed in pituitary could protect it from virus infection (Figures S6A and S6B). Since the global diminished function of immune system in old mice would promote virus infection, we did not compare the AAV infection in young and old pituitary. The functional test suggested IgA in the pituitary prevents it from virus attack, and it might be a compensation for immune aging.

## Discussion

The current study revealed that decreasing mRNAs-encoding protein translational machinery was one of the most significant changes in aged pituitary hormone-secreting cells. This phenomenon could explain the pituitary hormone decline during aging. Consistent with our data, a recent study reported that increased ribosome pausing contributes to proteostasis impairment during aging.^30^

Surprisingly, scRNA study of young and old mouse pituitary revealed IgA expression in the hormone-secreting cells in aged pituitary. This finding is remarkable since plasma cells are the only known source of IgA antibodies.^31^^,^^32^ Although immunoglobulin genes were reported to express in non-B cells previously, the data did not convincingly exclude B cell contamination, and the conclusion had been challenged.^33^^,^^34^^,^^35^ We therefore tried several experimental approaches aiming to eliminate the possibility of B cell contamination in the old pituitaries: (1) identification of *Igha*, *Igkc*, and *Jchain* expression by single-cell sequencing in a B cell-free condition; (2) bone marrow transplant from IgA knockout mice; (3) scRNA sequencing of *Igha-cre*; *Ai6* traced IgA-producing cells from pituitaries further validated their identities as hormone-secreting cells and revealed somatotropes were the most prominent IgA-producing cells.

The finding of gut-bacteria diversity regulated IgA production in the pituitary was consistent with previous findings that gut bacteria influence IgA plasma cells in the meninges.^18^ However, the meninges-residing IgA plasma cells were proposed to be educated in the gut and circulated to the meninges after maturation, which was different from our observations that circulating B cells did not affect IgA expression in aged pituitary. It remains unclear how the signals transmitted from gut-bacteria affect IgA gene expression in the pituitary. One possibility may be a specific or combination of metabolites generated by gut bacteria that could be sensed by pituitary cells. How those metabolites are sensed and initiate the activation of IgA gene recombination and expression will be an interesting future research direction. Alternative hypotheses, such as communication of gut bacteria on the nerve of intestines somehow affecting the pituitary, also exist. Nevertheless, the generation of IgA signal in pituitary could be used as a reporting system to study gut-pituitary communication in the future.

Since IgA expressed in pituitary is not at a high level, we are curious about the reason why it is essential, especially during aging. The virus-defending effect of IgA in the pituitary may give us some indication in explaining this puzzle. The central nervous system (CNS) is protected by the blood-brain barrier (BBB).^36^^,^^37^ However, the pituitary gland is directly connected to the hypothalamus through a stalk of blood vessels and nerves (the pituitary stalk), where there is a BBB leakage. Therefore, pathogenic viruses and bacteria in the circulation system may attack the CNS through this hypothalamus-pituitary interaction site. IgA expressed in the pituitary may prevent the pathogens from infecting the CNS system through this hypothalamus-pituitary connection. The protecting role of the IgA in the pituitary may become more critical in old organisms, in which gut bacteria diversity increases while humoral responses decline.

### Limitations of the study

The IgA signal in pituitary cells was very low and could only be detected through scRNA-seq, which impeded further understanding of this issue. We failed to find out the precise regulatory signal of IgA expression in pituitary cells and could not amplify the IgA signal to better confirm and study IgA generation in pituitary cells.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Goat Anti-Mouse IgA alpha chain (HRP)	abcam	ab97235
Goat Anti-Mouse Kappa-HRP	Southernbiotech	1050-05
Anti-GAPDH mAb-HRP-DirecT	MBL	M171-7
goat anti-mouse IgA-PE	Southernbiotech	1040-09
APC anti-mouse CD19 Antibody	Biolegend	115512
FITC conjugated Epcam antibody	Invitrogen	11-5791-82

**Bacterial and virus strains**		

AAV-GFP	Genetic Screening Center of NIBS	N/A

**Chemicals, peptides, and recombinant proteins**		

DAPI (4',6-diamidino-2-phenylindole)	Thermo Fisher Scientific	D1306
ampicillin	Sigma	A9393
vancomycin	Sigma	V2002
metronidazole	Sigma	M1547
neomycin	Sigma	N6386
Amphotericin B	Sigma	A4888
Red Blood Cell Lysis Buffer	Beyotime	C3702-120ml
SuperBlock™ (PBS) Blocking Buffer	Thermo Fisher Scientific	37515
DAPI Fluoromount-G	SouthernBiotech	0100-20
Paraformaldehyde (PFA)	Solarbio	P1110
Probes for mouse Igkc	Advanced Cell Diagnostics	414291
Probes for mouse Igha	Advanced Cell Diagnostics	414281-C2
Opal 520 reagents	Akoya Biosciences	FP1487001KT

**Critical commercial assays**		

Multiplex Fluorescence v.2 kit	Advanced Cell Diagnostics	323100
RT-PCR Kit	Takara	RR014A

**Deposited data**		

Young and old mouse pituitary RNA-seq	This paper	GSE215110
Young and old mouse pituitary single cell RNA-seq	This paper	GSE239390
Igha-Cre; Ai6+ pituitary cells single cell RNA-seq	This paper	GSE239390

**Experimental models: Organisms/strains**		

Mouse: C57BL/6N	Charles River	213
Mouse: Igha-Cre	This paper	N/A
Mouse: Igha KO	This paper	N/A
Mouse: B6 Cg-Gt (ROSA)26Sortm6(CAG-ZsGreen1) Hze/J	The Jackson Laboratory	007906
Mouse: Pit1-Cre	This paper	N/A

**Oligonucleotides**		

*Igha* KO-F: GAAGGTGTTCACTGGAAGGTAG	This paper	N/A
*Igha* KO-R: GGATGTGAAGTGCTCTGGTAAA	This paper	N/A
Cre-F: TTGCCAGGATCAGGGTTAAAG	This paper	N/A
Cre-R: CTTGCATGATCTCCGGTATTGA	This paper	N/A
*Igha*-WT-F: GTCAAGAGCCACTTTCCTATGT	This paper	N/A
*Igha*-WT-R: CCTGGAGTTGGGTTATGTCTTC	This paper	N/A
IgA RT-1: ATCAGGCAGCCGATTATCAC	This paper	N/A
IgA RT-2: TCTCCTTCTGGGCACTCG	This paper	N/A
IgA RT-3: TGAATGATGCGCCACTGT	This paper	N/A
Ca: GAGCTCGTGGGAGTGTCAGTG	This paper	N/A
Vh: AGGTGCAGCTGCAGGAGTCTGG	This paper	N/A
IgA-1: ATCAGGCAGCCGATTATCAC	This paper	N/A
IgA-2: TCTCCTTCTGGGCACTCG	This paper	N/A
IgA-3: TGAATGATGCGCCACTGT	This paper	N/A
PCR primer for V chains, see Table S2	This paper	N/A
Igkc-F: GTTGACCAAGGACGAGTATGAA	This paper	N/A
Igkc-R: TTGAAGCTCTTGACAATGGG	This paper	N/A
Igha-F: CCAGAAGGAGAATCCGTGAAA	This paper	N/A
Igha-R: AGGAGGACAAGGAGGACAA	This paper	N/A

**Software and algorithms**		

GraphPad Prism 9	GraphPad	https://www.graphpad.com/
Lasergene	DNASTAR	https://www.dnastar.com/software/lasergene/
Nikon A1-R	Nikon	https://www.microscope.healthcare.nikon.com/products/confocal-microscopes/a1hd25-a1rhd25
Flowjo10	BD Biosciences	https://www.flowjo.com/

### Resource availability

#### Lead contact

Inquiries and requests for resources should be directed to and will be fulfilled by the lead contact, Dr. Yehua Li ().

#### Materials availability

All mouse lines generated in this study will be made available on request to the lead contact; however, requestor will cover shipping costs. This study did not generate new unique reagents.

### Experimental model and study participant details

#### Mice

Mice were bred and maintained in the National Institute of Biological Sciences (NIBS) specific-pathogen-free facility in accordance with the Guide for the Care and Use of Laboratory Animals of NIBS. Procedures were approved by the Laboratory Animal Management Committee of NIBS and were in compliance with all relevant ethical regulations. All specific-pathogen-free mice used in experiments were socially housed under a 12h light–dark cycle with free access to food and water, with 23°C–25°C and 50%–56% humidity. Germ-free mice were maintained and microbiota transfer experiments were done in the facility of Institute of Laboratory Animal Science (CAMS & PUMC). C57BL/6 mice were purchased from Beijing Vital River Laboratory. *Ai6* mice (Jackson stock no. 007906) were provided by Ting Chen. *Igha KO* mice and *Igha-Cre* mice were generated using the CRISPR-Cas9 system. For *Igha* KO mice generation, two gRNAs 5’-tagttgagcatctgtattat-3’ and 5’-cctctgaggcacaccctcac-3’ were used to delete the exon2 of *Igha* constant region. For *Igha-Cre* mice, *P2A* tag and *Cre* was added to the C terminal of *Igha* gene through homologous recombination. The gRNAs used for *Igha-Cre* mice generation were 5’-gggccacaggctggcacctg-3’ and 5’-ggtgaggaaggtcacagtggt-3’. For *Pit1-Cre* (*Pou1f1-Cre*) mice, *P2A* tag and *Cre* was added to the C terminal of *Pou1f1* gene through homologous recombination. The gRNAs used for *Pit1-Cre* mice generation were 5’- ggcgtgtgatagccatgtg-3’ and 5’- ggtgttgtgagggactttcc-3’. The genotyping primer for *Igha KO* mice were *Igha* KO-F: 5’-GAAGGTGTTCACTGGAAGGTAG-3’; and *Igha* KO-R: 5’-GGATGTGAAGTGCTCTGGTAAA-3’, the wildtype allele PCR product is 905 bp and KO product is 220 bp. The genotyping primer for *Igha-Cre* and *Pit1-Cre* mice were: Cre-F: 5’-TTGCCAGGATCAGGGTTAAAG-3’; Cre-R: 5’-CTTGCATGATCTCCGGTATTGA-3’; *Igha*-WT-F: 5’-GTCAAGAGCCACTTTCCTATGT-3’; *Igha*-WT-R: 5’-CCTGGAGTTGGGTTATGTCTTC-3’. The PCR product of Cre is 405 bp and PCR product of *Igha*-WT is 387 bp. *Igha-cre* mouse is Cre positive and there is no band of *Igha*-WT band in *Igha-Cre* homozygous mouse.

### Method details

#### Pituitary gland dispersion

The pituitary glands of mice were dissected, and the tissue was dispersed as previously described.^19^^,^^20^^,^^21^ Briefly, pentobarbital (50mg/kg, i.p.) anesthetized mice were perfused via the aorta with cold PBS and dissected pituitary was placed into an enzyme mix containing 0.5% w/v collagenase type 2 (Worthington, LS004176), 0.25% trypsin (Thermo Fisher Scientific, 25200056), in Hanks balanced salt solution (Gibco, 14175095) for 2-3 hours at 37°C. The tissue and cells were gently triturated and pelleted at 900g for 3 minutes, and resuspended for further single cell sorting. For the young and old pituitary sample, all live cells from young (2-3M) or old (18-24M) pituitary negative for DAPI (Thermo Fisher Scientific, D1306) staining were sorted for further scRNA-seq. For the Epcam+ cells sample, old (18-24M) pituitary cells were stained with DAPI and FITC conjugated Epcam antibody (Invitrogen, 11-5791-82), then DAPI negative and Epcam positive cells were sorted for further processing. For the Igha-cre; Ai6 sample, zsGreen positive and DAPI negative pituitary cells were sorted for sequencing.

#### Single cell library preparation

Single-cell RNA library construction and sequencing Single-cell cDNA libraries were prepared using the Chromium Single Cell 3′ Library and Gel Bead Kit v2 according to the manufacturer’s instructions. In brief, cell suspensions in a chip were loaded on a Chromium Controller (10x Genomics) to generate single-cell GEMs (gel beads in emulsion). scRNA-seq libraries were then prepared using the Chromium Single Cell 3′Gel Bead and Library Kit (P/N 120236, 120237, 120262; 10x Genomics). Qualitative analysis of each DNA library was performed using an Agilent 2100 Bioanalyzer. The concentration of each DNA library was measured using a Qubit fluorometer (Invitrogen). Libraries were sequenced on an Illumina NextSeq 500 (2×150 paired-end reads).

#### Single-cell RNA sequencing (scRNA-seq) analysis

For young and old pituitary, the 10x Cell Ranger (V3.0.2, 10x Genomics) software was used to demultiplex the sequencing data, to map reads to the mus musculus genome assembly mm10 (version 3.0.0, 10x Genomics), to generate feature-barcode matrices and quality control metrics. Then all the feature-barcode matrices were imported into SoupX (v1.6.2)^38^ to removes ambient RNA contamination and then were imported into Scanpy (v1.7.1)^39^ to generate AnnData objects. Cells with detected genes < 500 or >4,000 were filtered. Cells with UMI counts > 40,000 or mitochondrial UMI ratio > 10% were also excluded. Cell doublets were removed from the objects using Scrublet (version 0.2.1)^40^ with the doublet score threshold=0.32. Genes expressed in less than 7 cells were filtered. The objects were concatenated into a single object and genes expression were normalized to 10,000 reads per cell and logarithmized. Then highly variable genes were selected with max_mean=5 and min_disp=0.6. Effects of total counts per cell and the percentage of mitochondrial genes expressed were regressed out using pp.regress_out() function and scaled. Dimensionality reduction was performed by running principal component analysis and then a nearest-neighbor graph was calculated using ‘pp.neighbors()’, followed by clustering using leiden algorithm ‘tl.leiden()’ with a resolution adopting from prior knowledge on pituitary cells population composition. Then uniform manifold approximation and projection (UMAP) dimension reduction was performed for visualizing high-dimensional data. Scanpy rank_genes_groups() and Wilcoxon rank-sum test were used to compute the statistical significance of differential genes expression between any groups and identify marker genes of each cluster. For *Igha-cre; Ai6* sample, ambient RNA contamination removal with SoupX was not applied, and cells with detected genes < 200 or >8,000 were filtered. Cells with UMI counts > 80,000 or mitochondrial UMI ratio > 10% were also excluded. The top 3,000 highly variable genes were selected.

#### Gene set enrichment analysis

Gene Set Enrichment Analysis (GSEA)^41^ was conducted using GSEA software (Version 4.1.0) to identify significantly regulated pathways. The significantly differentially expressed genes (p-value <0.1) were ranked by their log-transformed fold change value. The pre-ranked gene list and MousePath_All_gmt-Format.gmt (http://ge-lab.org/gskb/) were used for running the tool ‘‘Run GSEA Preranked’’ in the classic mode.

#### RNA-sequencing and data processing

The isolated pituitary from young (2-3M) or old (18-24M) mouse was directly lysate in lysis buffer and RNA was extracted using RNAprep pure Cell/Bacteria Kit (TIANGEN, DP430) following the manufacturer’s instructions. Concentration of RNA was measured and the sample passed quality checks was used for RNA sequencing library preparation at NIBS Center for Nucleic Acid Sequencing following manufacturer’s instruction (Illumina). HiSeq 2500 was used for the library sequencing. Fastq files for the sequencing data was assessed by FastQC (v0.11.8) to ensure the good quality and then were mapped with STAR aligner (version 2.6.1a) to the GRCm38 mouse reference genome with default parameters. The mapped sequencing reads were assigned to Ensembl gene annotation with featureCounts function of Rsubread package (version 2.0.1) with parameters specific to paired end reads. Gene expression was quantified by the reads that fall into exon and normalized to FPKM (fragments per kilobase of exon model per million mapped reads) by edgeR (version 3.28.1). Differential expression analysis was also executed by edgeR. Specifically, the counts were normalized using TMM (trimmed mean of M-values) normalization method, then the common dispersion and tagwise dispersions were estimated, and genewise quasi-likelihood F-tests using GLMs in edgeR were performed to calculate p-values for fold changes.

#### 16S rRNA gene sequencing

To harvest viable mucosal-associated and luminal microbial communities from the cecum of indicated mice, animals were sacrificed and abdomen was opened under sterile conditions. The cecum was opened and manually extruded along the cephalocaudal axis to collect the fecal material into a clean tube for 16S rRNA extraction. 16S rRNA gene sequencing methods were adapted from the methods developed for the Earth Microbiome Project (Global patterns of 16S rRNA diversity at a depth of millions of sequences per sample; Ultrahigh-throughput microbial community analysis on the Illumina HiSeq and MiSeq platforms). Briefly, bacterial genomic DNA was extracted using DNA Isolation Kit (TIANGEN, DP328-02). The 16S rDNA V3-V4 region was amplified by PCR and sequenced in the MiSeq platform (Illumina) using the 2x250 bp paired-end protocol yielding pair-end reads. The primers used fornamplification (515F-806R) contain adapters for MiSeq sequencing and single-end barcodes allowing pooling and direct sequencing of PCR products on the Illumina MiSeq platform.^42^

#### 16S rRNA gene compositional analysis

Adapters and primers were removed from the raw sequencing data using trimmoatic to get clean data. The paired-end sequence reads were imported into a QIIME2 (version 2020.6) artifact, and then length trimming, denoising, chimera and PhiX removal were implemented with dada2 plugin with default parameters. The resulting feature table were summarized for further exploration and the resulting feature sequences were used to generate a tree using q2-phylogeny plugin for phylogenetic diversity analyses. The alpha diversity analyses were performed using q2-diversity plugin to compute several alpha and beta diversity metrics, and generate principal coordinates analysis (PCoA) plots using Emperor for each of the beta diversity metrics. Finally, Naïve Bayes classifier using Silva v132 reference taxonomy files were trained to classify the feature sequences using q2-feature-classifier plugin.

#### CDR3 sequencing

RNA was extracted from old pituitary the same as described in RNA-sequencing. cDNA synthesis was performed with Rever Tra Ace (TOYOBO, TRT-101) based on a mix of three gene-specific primers for the IgA locus (5’-ATCAGGCAGCCGATTATCAC-3’, 5’-TCTCCTTCTGGGCACTCG-3’, and 5’-TGAATGATGCGCCACTGT-3’). Then PCR with a primer binding in the constant Cα region 5’-GAGCTCGTGGGAGTGTCAGTG-3’ in combination with a promiscuous VH primer 5’-AGGTGCAGCTGCAGGAGTCTGG-3’ (binding to all VH genes) was performed to generate template libraries of rearranged IgA sequences. PCR conditions were as follows: 95°C, 4 min; 30× (94°C, 30 s; 62°C, 30 s; 72°C, 35 s); and 72°C, 10 min. Amplicons were purified by gel extraction (QIAquick Gel Extraction kit; QIAGEN) and quantified by NanoDrop™ 2000/2000c Spectrophotometers (Thermo Fisher Scientific). Then the amplicons were sent to deep sequencing.

#### CDR3 Sequence analysis

Sequences were assigned to individual samples according to their MID. Sequences lacking one or both primer sequences or shorter than 320 bp were excluded. Sequences were further analyzed with MiXCR (version 3.0.13), a universal tool for fast and accurate analysis of T- and B- cell receptor repertoire sequencing data. The whole analysis was performed using analyze amplicon command. Specifically, paired-end reads were merged and aligned to reference V/D/J and C genes, then clone-types were built and assembled from the alignments and exported to a human readable text file. The top 50 CDR3 were selected for generating the pie chart according to their percentages.

#### BCR amplification using nested PCR

RNA was extracted from young or old pituitary the same as described in RNA-sequencing. cDNA synthesis was performed with Rever Tra Ace (TOYOBO, TRT-101) based on a mix of three gene-specific primers for the IgA locus (5’-ATCAGGCAGCCGATTATCAC-3’, 5’-TCTCCTTCTGGGCACTCG-3’, and 5’-TGAATGATGCGCCACTGT-3’). Then cDNA was used as template for PCR with primers listed in Extended Data Table S2.

#### *In situ* RNA hybridization (RNAscope)

Pituitary was isolated from perfused mouse and fixed with 4% Paraformaldehyde (PFA) (Solarbio, P1110) overnight at room temperature. Paraffin embedded tissues were sectioned at 5μm and processed to RNAscope. RNAscope was performed using the Multiplex Fluorescence v.2 kit (Advanced Cell Diagnostics, 323100) according to the manufacturer’s protocol. Probes for mouse *Igkc* (414291) and *Igha* (414281-C2) were commercially available from the manufacturer, and secondary Opal 520 reagents (FP1487001KT, Akoya Biosciences) were diluted 1:500 in TSA buffer.

#### Quantitative RT-PCR

RNA was extracted from pituitary of indicated mouse as described in RNA-sequencing. Other tissues were prepared to homogenate in lysis buffer and RNAs were extracted with RNAprep pure Cell/Bacteria Kit. Concentration of RNA was measured and cDNA was synthesized using PrimeScript 1st strand cDNA Synthesis Kit (TaKaRa, 6110A) according to manufacturer’s instruction. Quantitative RT-PCR (qRT-PCR) was performed with the synthesized cDNA using TransStart Top Green qPCR SuperMix (TransGen Biotech, AQ131-04) in the CFX Opus 96 Real-Time PCR System (Bio-Rad) following manufacturer’s instruction. The primers sequences used for Igkc and Igha are Igkc-F: 5’-GTTGACCAAGGACGAGTATGAA-3’; Igkc-R: 5’-TTGAAGCTCTTGACAATGGG-3’; Igha-F: 5’- CCAGAAGGAGAATCCGTGAAA-3’; Igha-R: 5’-AGGAGGACAAGGAGGACAA-3’.

#### Western blotting

Deep-anesthetized mice were perfused via the aorta with cold PBS and dissected pituitary was lysate in TNE lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.5% NP40, 2 mM EDTA, Roche complete protease inhibitor set). The pituitary was triturated by pipetting and incubated on ice for 15 min, and centrifuged at 2,000g for 10 min. The supernatants were collected and 4X SDS loading buffer was added. The samples were heated at 98°C for 10 min and ready for western blotting. The antibodies used for western blotting were: Goat Anti-Mouse IgA alpha chain (HRP) (abcam, ab97235, 1:1000), Goat Anti-Mouse Kappa-HRP (Southernbiotech, 1050-05, 1:2000) and Anti-GAPDH mAb-HRP-DirecT (MBL, M171-7, 1:20000).

#### Immunofluorescence staining

For pituitary IgA staining, paraffin sections (5μm) were prepared as described in *in situ* RNA hybridization. The sections were de-paraffinized in isopropanol and graded alcohols, followed by antigen retrieval and blocked with SuperBlock™ (PBS) Blocking Buffer (Thermo Fisher Scientific, 37515) containing 0.2% Triton X-100 for 30 min and incubated with goat anti-mouse IgA-PE (SouthernBiotech, 1040-09, 1:200) antibody overnight at 4°C. After washing with PBST 3 times, sections were mounted with DAPI Fluoromount-G (SouthernBiotech, 0100-20). Section samples were imaged on a Nikon A1-R confocal microscope. For the IgA+ cell quantitation, each pituitary was taken at least 3 pictures and the IgA+ cells in each picture were quantitated and the average number was used as IgA+ cells per view of each mouse.

For intestinal and pituitary section staining, tissues from *Igha-cre; Ai6* or *Pou1f1-cre; Ai6* mice were fixed in 4% PFA in PBS at room temperature for one hour and embedded in OCT compound, followed by frozen and cryosection (20μm). Cryosections were fixed for 10 min in 4% PFA in PBS at room temperature and mounted with DAPI Fluoromount-G after washing or staining with goat anti-mouse IgA-PE. Images were taken on Olympus VS120.

For AAV-EGFP infected pituitary analysis, fixed pituitary was embedded in OCT compound, frozen, cryosectioned (20μm) and fixed for 10 min in 4% PFA in PBS at room temperature. The OCT was washed out in PBS and sections were mounted with DAPI Fluoromount-G. Samples were imaged on a Nikon A1-R confocal microscope.

#### FACS

For Epcam positive and ZsGreen positive cells analysis and isolation, single cell suspension preparation was described in pituitary gland dispersion. The cells were stained with indicated antibody together with DAPI (1μg/mL) and analyzed or sorted by gating DAPI negative and FITC positive population.

For EGFP positive cells quantitation in AAV infected mice, pituitary single cell suspension was prepared and stained with DAPI before analysis.

For IgA+ cell quantitation, pituitary was dissociated and single cell suspension was prepared firstly. Then the cells were fixed for 30 min in 4% PFA in PBS at room temperature. After washing with PBS twice, SuperBlock™ (PBS) Blocking Buffer containing 0.2% Triton X-100 was added for permeabilization and blocking at room temperature. One hour later, the cells were incubated overnight with goat anti-mouse IgA-PE (1:200) at 4°C. After washing with PBST 3 times, cells were centrifuged and resuspended in 250μL PBS and passed through 40μM cell strainer (Corning, 352340). During the staining, cell suspension was centrifuged at 5000rpm for 3min to remove supernatant each time before changing incubation buffer.

For CD19 staining of spleen and pituitary cells from *Igha-cre; Ai6* mouse, spleen live cell suspension was obtained by directly grinding the spleen and pituitary cell suspension was prepared as described in pituitary gland dispersion. Cells were passed through 40μM cell strainer and stained with APC anti-mouse CD19 Antibody (BioLegend, 115512, 1:500) and DAPI (1μg/mL).

Cell analysis and isolation were performed on a BD FACSAria sorter equipped with FACSDiva software (BD Bioscience). Data were analyzed with FACSDiva software.

#### Antibiotics treatment

IgA-high mice or *Igha-cre; Ai6* mice were divided into two groups (control and treatment) randomly. Antibiotics cocktail containing ampicillin (Sigma, A9393, 5g/L), vancomycin (Sigma, V2002, 2.5g/L), metronidazole (Sigma, M1547, 5g/L), neomycin (Sigma, N6386, 5g/L) and Amphotericin B (Sigma, A4888, 50mg/L) were used for the treatment group. The treatment group mice were firstly daily oral gavage with 500uL antibiotics cocktail for two weeks when they were one month old, and then oral gavage with 500uL antibiotics once every three days until die. 0.01% hydrogen chloride (HCl) was added to the drinking water of treatment group after the first two-week antibiotics gavage. Then the mice were sacrificed at 3-4 months old for pituitary analysis.

#### Microbiota transfer

Mice were sacrificed and abdomen was opened under sterile conditions. The cecum was opened and manually extruded along the cephalocaudal axis to collect the fecal material into a clean tube. Collected material was weighed and then diluted at a 1:20 ratio (g collected material: ml cryoprotectant). The resulting suspension was mashed through a 40μM cell strainer (Corning, 352350) to remove insoluble particles. Bacteria solution from indicated mice were transferred by three consecutive daily oral gavage procedures into Germ-Free (GF) mice. GF mice were housed and microbiota transfer were conducted in the isolator under gnotobiotic conditions in Institute of Laboratory Animals Science.

#### Bone marrow transplant

2-3 months old IgA-high or *Igha-cre; Ai6* recipient mice received 11 Gy gamma ray (Gammacell 1000) were transferred with 5-10 million donor bone marrow cells by tail vein injection. The donor cells for IgA-high mice were from wildtype or *Igha KO* indicated in figure and the donor cells for *Igha-cre; Ai6* mice were from wildtype or *Igha-cre; Ai6* as indicated. Bone marrow cells were isolated from the femur of indicated mice. Red blood cells were removed by treating the cells with Red Blood Cell Lysis Buffer (Beyotime, C3702-120ml) for 10 min at 4°C. Four weeks after bone marrow transfer, recipient mice were sacrificed and the pituitaries and spleen were isolated for further analysis.

#### AAV-EGFP infection

Adeno-associated virus (AAV) expressing EGFP was packaged by Genetic Screening Center of NIBS. Each control or IgA-high mouse was infected with 1× 10^10^ viral genome (v.g.) AAV by tail vein injection. Two weeks later, the pituitary was separated and EGFP positive cells were analyzed.

### Quantification and statistical analysis

The data are presented based on at least 3 independent experiments as mean ± SD. Statistical significance was calculated by two-tailed Student’s t test or one way ANOVA- HolmŠídák post hoc for multiple comparison (Prism software; GraphPad). ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.001; ns, not significant. All of the statistical details can be found in the figure legends.

## Data Availability

**Data.** Transcriptomic and Single-cell RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. The published article includes all datasets generated or analyzed during this study. All data reported in this paper will be shared by the lead contact upon request. **Code.** This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Gut bacteria induce IgA expression in pituitary hormone-secreting cells during aging
**Source:** iScience. 2023 Aug 26;26(10):107747. doi: 10.1016/j.isci.2023.107747
**Supplement:** Document S1. Figures S1–S6 and Tables S1 and S2

**Supplemental information**

**Gut bacteria induce IgA  
expression in pituitary hormone-secreting  
cells during aging**

**Yehua Li, Jiawen Wang, Rui Wang, Ying Chang, and Xiaodong Wang**

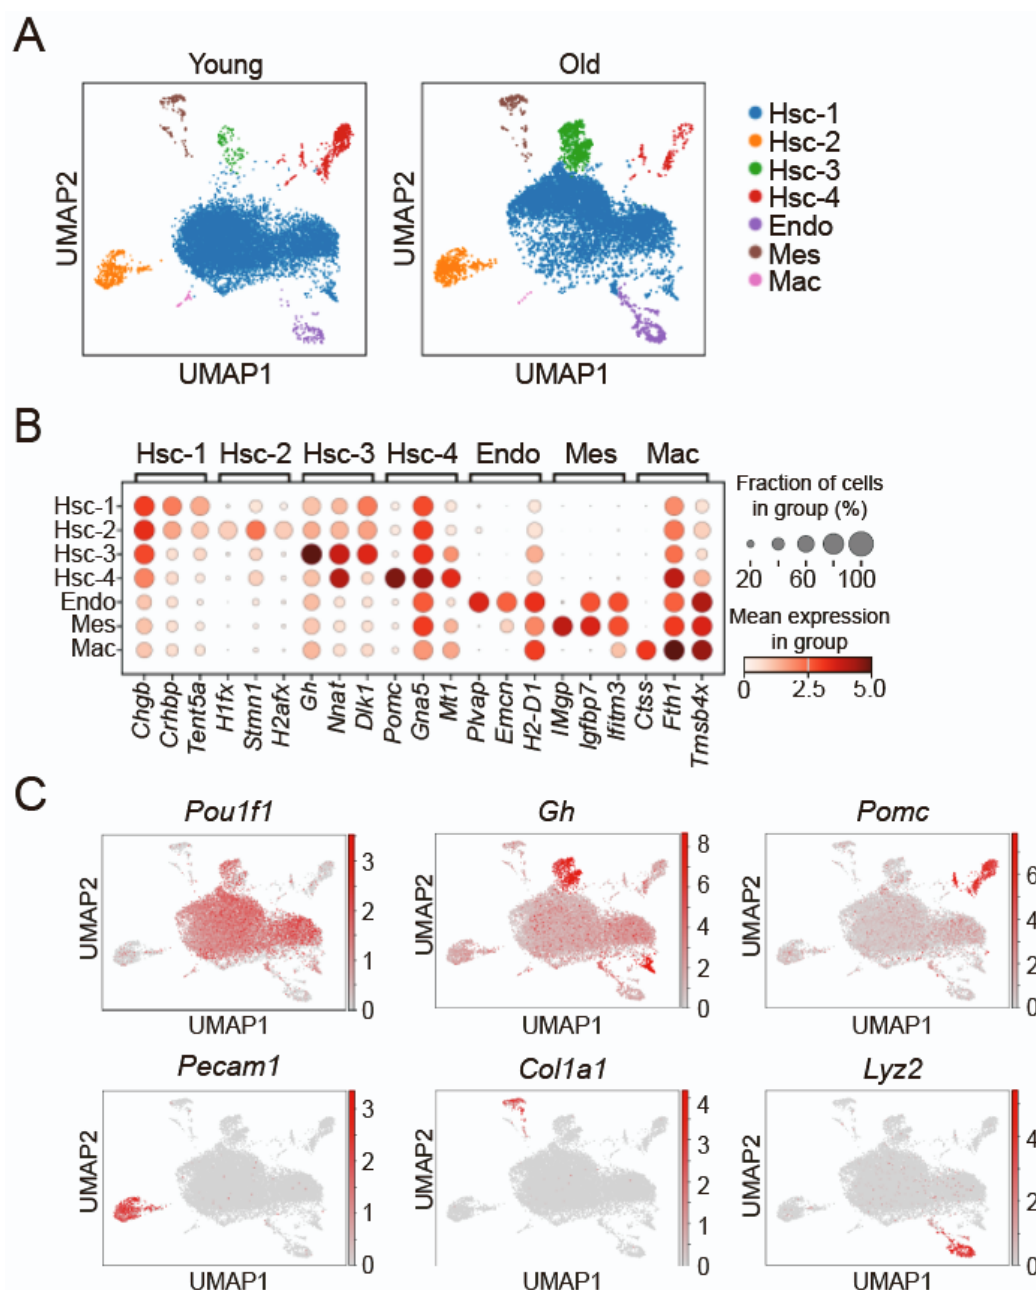

**Figure S1. Single-cell RNA-seq (scRNA-seq) analysis of mouse pituitary during aging, related to Figure 1.** (A) UMAP clustering of ScRNA-seq of the pituitary single-cell transcriptomes from young (2-3 months old) and old (18-24 months old) mice. (B) Dot plot showing the distribution of expression levels of different cell-type-enriched marker genes across 7 cell clusters. (C) Scatterplots showing the expression of *Pou1f1*, *Gh*, *Pomc*, *Pecam1*, *Col1a1* and *Lyz2* projecting on the UMAP plot. Gray to red indicate low to high expression levels.

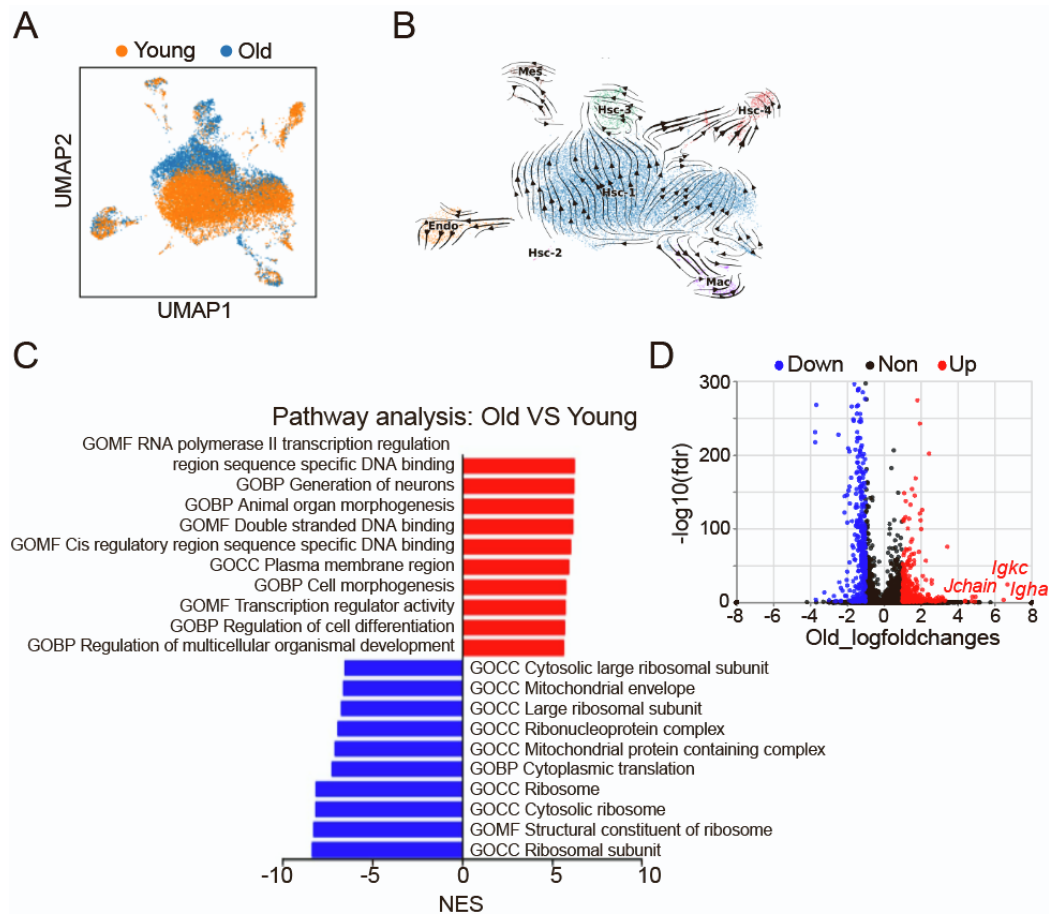

**Figure S2. Gene expression change during pituitary aging, related to Figure 1.** (A) UMAP clustering of pituitary cells colored by different ages. (B) RNA velocity analysis of young and old pituitary single cells. (C) The top 10 up- and down-regulated pathways in Hsc-1 population of old pituitary based on Gene set enrichment analysis (GSEA). Red and blue bars indicate pathways up- and down-regulated in old Hsc-1, respectively. NES, Normalized enrichment score. Gene Ontology (GO) dataset was selected for the analysis. GOMF, Gene Ontology Molecular Function; GOBP, Gene Ontology Biological Process; GOCC, Gene Ontology Cellular Component. (D) Volcano plots depicting the differentially expressed genes in Hormone-secreting cells-1 (Hsc-1) of young and old pituitaries. Blue dots indicate significantly down-regulated genes, red dots for significantly up-regulated genes, and black dots for unchanged genes.

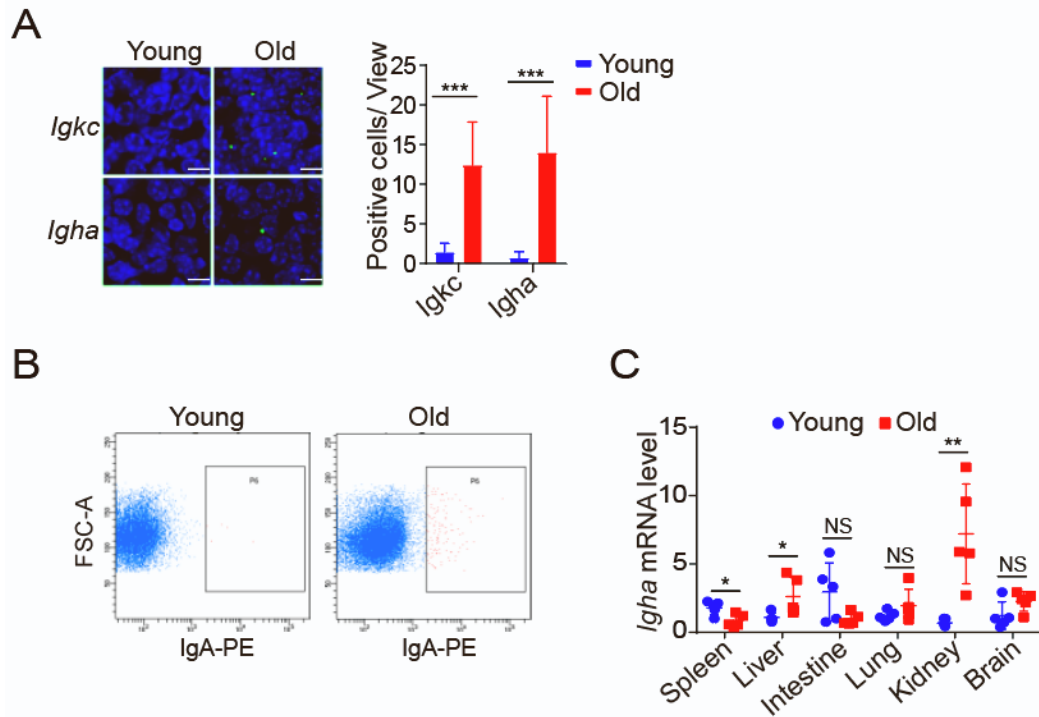

**Figure S3. Polyclonal IgA increases in aged pituitary, related to Figure 2.** (A) RNA *in situ* hybridization image (left) and quantification (right) of *Igkc* and *Igha* in young and old pituitary. Blue signal is DAPI and green signal is *Igkc* or *Igha* as indicated. scale bar 10 $\mu$ M. Images are representative results of three mice. (B) FACS data showing IgA<sup>+</sup> cells in young and old pituitary. Pituitary cells are stained with IgA-PE antibody and analyzed by FACS as described in methods. Representative result is shown. (C) qRT-PCR result showing *Igha* mRNA level in different organs of young and old mice. n=5 mice per group. Data shown as mean  $\pm$  s.d., unpaired two-tailed Student's t-test. \*P<0.05, \*\*P<0.01.

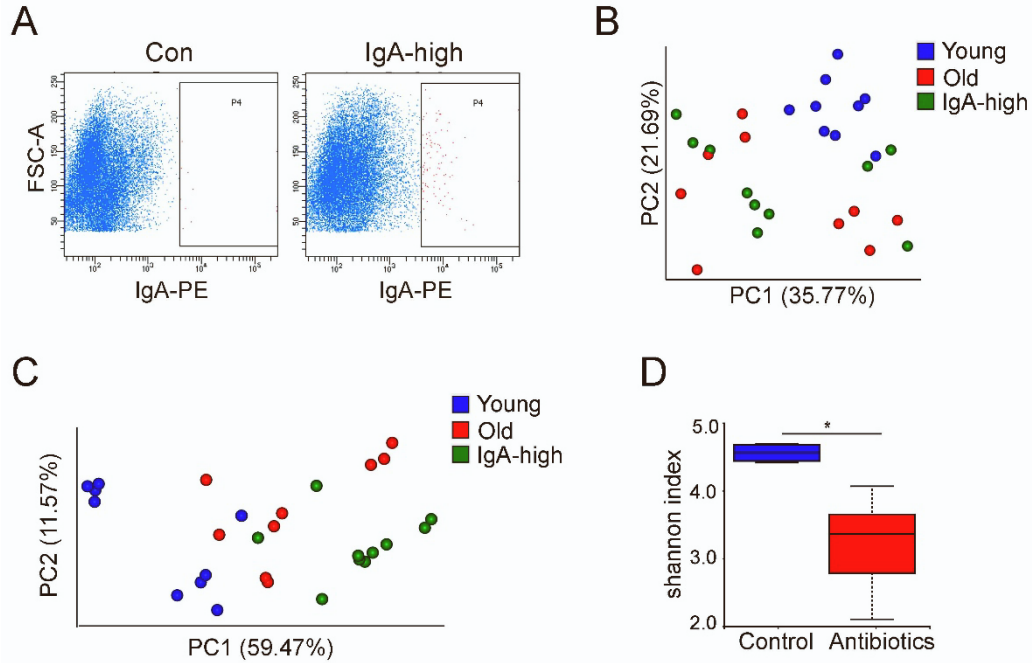

**Figure S4. Gut microbiota diversity affects IgA expression in pituitary, related to Figure 3 and Figure 4.** (A) Representative FACS data of IgA+ cells analysis in control and IgA-high mice. (B and C) 16S rRNA gene profiling data comparing the gut microbiome of young, old and IgA-high mice. Principal Coordinate Analysis (PCoA) of weighted UniFrac (B) and unweighted UniFrac (C) is shown. n=9 mice in young and old, n=10 mice in IgA-high. (D) Comparison of microbial diversity between control (n=4) and antibiotics (n=5) treated IgA high expression mice using Shannon index. Data shown as mean  $\pm$  s.d., Kruskal Wallis test, \*P<0.05.

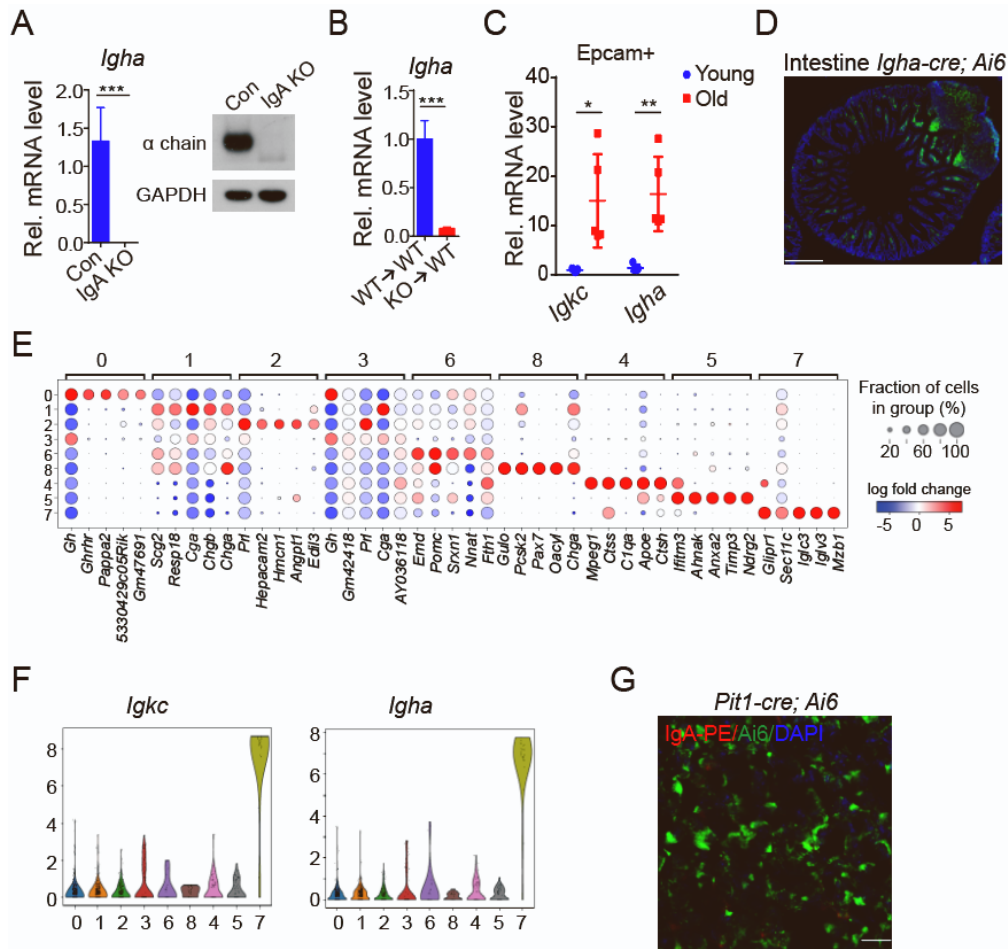

**Figure S5. ScRNA-seq of ZsGreen positive pituitary cells from *IgHa-Cre; Ai6* mice, related to Figure 5.** (A) qRT-PCR (left) and immunoblot (right) of *IgHa* ( $\alpha$  chain) expression in wildtype (Con) and IgA knockout (IgA KO) mice spleen.  $n=4$  mice per group for qRT-PCR. Representative data of three independent experiments for immunoblotting. Data shown as mean  $\pm$  s.d., unpaired two-tailed Student's t-test, \*\*\* $P<0.001$ . (B) *IgHa* mRNA level in spleen of IgA-high mice transferred with bone marrow from wildtype (WT) and IgA knockout (KO) mice. The mice were sacrificed 4 weeks after bone marrow transfer and pituitary mRNA was analyzed by qRT-PCR. Data shown as mean  $\pm$  s.d., unpaired two-tailed Student's t-test, \*\*\* $P<0.001$ . (C) Expression levels of *Igkc* and *IgHa* mRNA in Epcam<sup>+</sup> pituitary cells from young and old pituitary. Epcam<sup>+</sup> pituitary cells were sorted by FACS and mRNA levels of *Igkc* and *IgHa* were detected by qRT-PCR.  $n=5$  mice per group. Data shown as mean  $\pm$  s.d., unpaired two-tailed Student's t-test, \* $P<0.05$ , \*\* $P<0.01$ . (D) Immunohistochemistry image of intestine from *IgHa-cre; Ai6* mouse. Green signal is ZsGreen and blue signal is DAPI. Scale bar, 500 $\mu$ M. (E) Dot plot showing the differential expression levels of different cell-type-enriched marker genes across 9 cell clusters in ZsGreen positive pituitary cells from *IgHa-Cre; Ai6* mice. (F) Violin plot shows expression of *Igkc* and *IgHa* as log-normalized counts in ZsGreen positive pituitary cells from *IgHa-Cre; Ai6* mice. Each dot represents expression level in one single cell. (G) Immunohistochemistry staining of IgA in old *Pit1-cre; Ai6* mouse pituitary. Green signal is ZsGreen, blue signal is DAPI and red signal is IgA. Scale bar, 20 $\mu$ M.

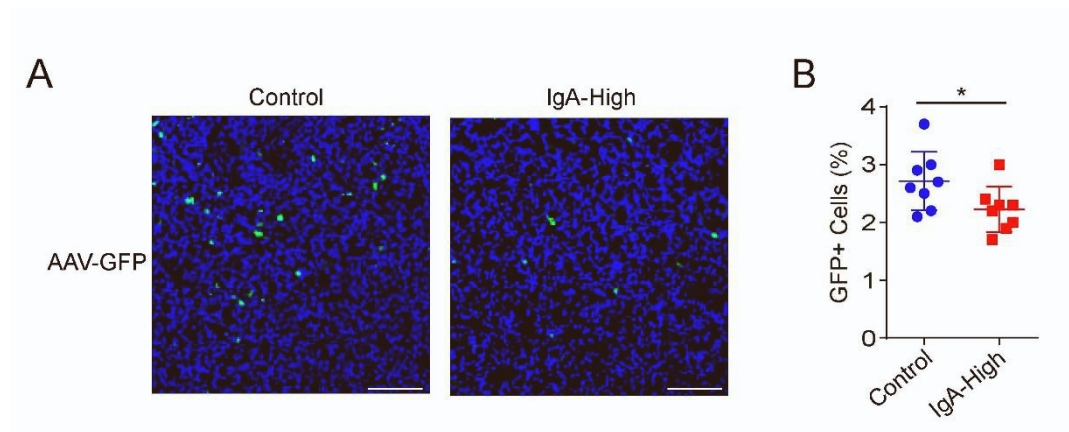

**Figure S6. IgA in pituitary protects it from virus infection, related to Figure 5.** (A) Image showing expression of EGFP in pituitary of control and IgA-high mice after Adeno-associated viruses (AAV) infection. Two weeks after AAV infection, mice are sacrificed and frozen sections of pituitary from indicated mice infected with AAV expressing EGFP are stained with DAPI. Green signal is EGFP and blue is DAPI. Scale bar, 100 $\mu$ M. (B) Quantitation of EGFP+ cells in AAV infected pituitary. Pituitary of control and IgA-high mice infected by AAV expressing EGFP are subjected to FACS, and the percentage of EGFP+ cells is quantitated. n=8 mice per group. Data shown as mean  $\pm$  s.d., unpaired two-tailed Student's t-test, \*P<0.05.

Table S1. VH and VL expression change in aged pituitaries, related to Figure 2.

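The table of VH and VL segments that follows gives the FPKM of 155 immunoglobulin genes in each of the 4 young and 4 old bulk libraries of whole pituitary. Of these genes, 152 are Ighv or Igkv segments. All 1240 values matched the deposited FPKM within 2e-05. A V segment is short, so that division by its exon length turns a single fragment into a comparatively high FPKM, and the young libraries together held 77 fragments of Ighv and Igkv segments. The number of Ighv and Igkv segments above 0 was 13, 14, 15 and 7 in young replicates 1 to 4, and 69, 103, 70 and 47 in old replicates 1 to 4. Without a step that joins V, D and J sequences, the values count germline segments and do not tell which class of antibody a fragment came from.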

## VH and VL segment list

**Table S2. Primers for BCR amplification, related to STAR Methods.**

|            |                        |
|------------|------------------------|
| Ighv1-84-F | GGATGGAGCTGGATCTTTCTT  |
| Ighv1-82-F | GGACGGATTTATCCTGGAGATG |
| Ighv1-81-F | GTATAAGCTGGGTGAAGCAGAG |
| Ighv1-80-F | CTACTGGATGAACTGGGTGAAG |
| Ighv1-14-F | GGCTTCTGGATACACATTCATA |
| Ighv1-13-F | CAAAGGCAAGGCCACATTTAC  |
| Ighv1-11-F | TGAGGACCCTGCTGTCTATTA  |
| Ighv1-9-F  | ACTGAGGACTCTGCCATCTAT  |
| Ighv1-5-F  | GACAGGGTCTGGAATGGATAG  |
| Ighv1-4-F  | GGCTTCTGGCTACACCTTTA   |
| Igha-R     | TCAGGATTTCTCAGGCCATTC  |

How the deposited data were processed for this re-analysis (not part of the article)

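Bulk mRNA sequencing of whole pituitary from young (2–3 months old) and old (18–24 months old) C57BL/6 mice, in 4 samples per age, was analysed. By the paper's methods and the submitters' processing notes, the authors aligned paired-end reads with STAR (version 2.6.1a) to GRCm38, assigned them to Ensembl genes with featureCounts, and used edgeR (version 3.28.1) to compute FPKM and, with TMM normalization and quasi-likelihood F-tests on counts, to test differences. The Ensembl release, the strand setting, the filter and the threshold are not given in the sources used here. The authors deposited FPKM values, 1 list of 49585 rows per library, and no other unit was used. In these lists, 95 symbols stand on more than 1 row and 26 were turned into dates by a spreadsheet.

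The tests, the gene lists, the rule for named genes and most alternatives were set before the data were examined, but after the values of the paper's Table S1 had been seen. They assumed counts, with a quasi-likelihood test as the main test, and named limma for the case that the values were FPKM. The deposited values are FPKM, so limma (version 3.58.1, in R 4.3.3) was used on log2(FPKM + 0.1), with trend and robust off, over the 23498 genes with a mean of at least 0.1 FPKM. Calls have a Benjamini-Hochberg adjusted p under 0.05. Gene lists of cell types and pathways, 28 in all, were counted, and those with enough members tested were compared with other genes by camera at a preset correlation of 0.01. That comparison was repeated with an estimated correlation. The lists were also tested with fry, which asks whether a list shifted in one direction and not whether it differs from other genes. A second fry test asked whether the members of a list changed in either direction. Values per library, such as V segment fragments, were compared with exact permutation tests, two-sided. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used beside R.

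Fragments were computed back from the FPKM, since an FPKM is a whole number of fragments divided by exon length and library total. With exon lengths of GENCODE M21, between 92.3 and 93.2% of the low values per library were whole within 0.01. For 4753 other rows, the smallest length that made all 8 values whole was fitted. The recovered genes held 99.985 to 99.990% of each library's total. Fragments printed for a named gene come from the annotated length alone. Fitted fragments entered only scaling, CPM, voom and library shares. Library totals were 15042321 to 20429604 fragments. A count of 0 in a library allows up to 3 fragments, or 0.147 to 0.199 CPM. Intervals and floors cover counting error only. Overlapping genes, such as Nefl and Nefm, both carried fragments, so their counts are uncertain.

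The rule for named genes takes every gene the paper names for these libraries or as a marker, the 10 largest rises and the 10 largest falls, and up to 4 members of each gene list with the smallest adjusted p, beside list members with an average log2 CPM of at least 10. The largest changes were taken from genes that passed the test, had an average log2 CPM of at least 1 and had every old library on the same side of every young one. Symbols of predicted genes and immunoglobulin segments were left out of them. For V segments, the 5 with the most fragments and those of Figure 2G were named.

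The test was tried on simulated libraries of 23471 genes with 200 genes changed, drawn from the fragments and totals of the real libraries. With a dispersion of 0.05, set first, it called 4% of genes raised 2-fold and 60% of genes raised 4-fold, and 10% and 46% of genes lowered by the same factors. Dispersion was then set to the median of the real libraries, 0.0093, after that result had been seen. The shares became 58% and 82% for raised genes and 50% and 72% for lowered genes. Unchanged genes made up 9.09% of the calls at the first dispersion and 10.3% at the second, above the 5% that the adjustment aims at. With no gene changed, 2 and 4 genes were called. No libraries of the same age differed by less than the sampling noise, so each counted as 1 replicate.

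The alternatives were other scalings (RLE, upper quartile and TMM, computed on the recovered fragments, and library sizes without the hormone genes, with or without the ribosomal RNA repeat genes), limma-trend on log2 CPM, limma with a mean-variance trend, voom, other filters, pseudocounts of 1 and 0.01, the replicate number as a block, and each library left out in turn. For V segments they were each chain alone, other minimums, distances and denominators, and thinned fragments. TMM scaling of the FPKM, the mean-variance trend, voom, the library size without the ribosomal RNA repeat genes and the thinned V family usage were added after the data had been examined. The single-cell data of the paper were not analysed here. Not every gene that the rule takes is reported here.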

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

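The comparison of antibody genes at matched hemoglobin, the library size without the ribosomal RNA repeat genes and the thinning of V segment fragments were chosen after the results they test had been seen, as was the comparison of both cell lists on the same measure.

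Igkc and Igha were 29.6-fold and 50.0-fold higher in old pituitary. The 4 hemoglobin genes had a median log2 fold change of 0.89, with bounds of 2 standard errors at -1.20 and 3.07, which alone decides nothing, but hemoglobin varied within each age (Hba-a1 at 2.58 to 25.9 FPKM in young and 4.44 to 32.9 FPKM in old libraries), and the 2 old libraries for which a young library had at least as much hemoglobin had at least 16.3 times the Igkc and Igha of those young libraries (15.6 times over all 4 old libraries when young libraries with up to 0.25 less hemoglobin on the log2 scale were also taken), which argues against a larger amount of blood as the source, while more antibody transcripts in old blood were not tested. Against B cells as the source, the 16 genes of the B cell list under 0.5 FPKM in young pituitary, without those whose values had been seen, had a median log2 ratio of mean FPKM of 0.96 (bootstrap interval over genes 0.17 to 1.32), below the 3 set for that explanation, but their median log2 fold change of FPKM + 0.1, the measure used for plasma cells, was 0.23 with an interval of 0.049 to 0.55 that reaches the 0.5 set there, so the lists were held to different bars and no common bar separates them. Plasma cells stay open as a hypothesis: 10 genes of their list chosen the same way, without Jchain, had a median log2 fold change of FPKM + 0.1 of 0.72 (interval 0.33 to 0.89, which reaches below the 0.5 set for it on this other measure; the ratio of mean FPKM, over the 8 of them above 0 in young pituitary and so without Tnfrsf17 and Fcrl5, was 1.48, also below 3; 133 young and 356 old fragments over the 7 genes with fragments computed), the highest levels among them in old pituitary were those of Slamf7 and Ly6c2, which other immune cells also express, at 0.484 and 0.399 FPKM, and perfusion, which the paper reports, removes blood cells but not cells within the tissue. Expression of IgA by hormone-secreting cells, which the paper proposes from single cells, sorted Epcam+ cells, bone marrow transfer from IgA knockout mice and Igha-Cre tracing, was not tested here, and these experiments bear on the plasma cells left open.

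More genes were higher than lower in old pituitary, 436 against 111. The hormone genes took 13.1% of the fragments in young and 9.98% in old pituitary, and the ribosomal RNA repeat genes 37.2% and 35.5%. Without these genes in the library size, 53.3% of the calls were higher, against 79.7% with the FPKM as deposited, and the median log2 fold change was 0.02. Without the hormone genes alone, a setting chosen beforehand, 73.4% of the calls were higher and the median was 0.10, so most of the imbalance stayed. A change in the share that both sets of genes take together is therefore a candidate explanation of the imbalance. A wider rise of expression with age was not excluded.

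The shares of the V families in the V segment fragments differed between the 2 ages. With every library thinned to 8 V segment fragments, the distance between ages still exceeded that within ages by 0.16, with a median p of 0.029 over draws (exact permutation), so a lower number of V segment fragments in young pituitary is not enough to explain the difference. Thinning evens out the number of fragments and not where they came from. Every young library had more Igkv than Igkc fragments, and every old library had fewer. Young fragments that do not come from antibody transcripts were therefore not excluded. A change of family usage with age stays open beside this, and which cells the fragments came from was not tested.

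Chance is an unlikely cause of the gene counts, but at 1 of 35 splits, the lowest share possible here, it is not excluded. In 1 of the 35 splits of the 8 libraries into 4 and 4, the split by age, were there 436 genes higher and 111 lower, against at most 10 in any other split. The other splits mix the ages, which widens the spread within their groups, so their counts do not measure chance alone. The 16 gene lists past the threshold of camera were likewise reached in 1 of 35 splits, but other splits put up to 13 lists past it. The preset correlation of camera therefore passes many lists in several splits that mix the ages.

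A library lay far from the other 3 of its group for 12 of 154 groups looked at, and chance gives about 5%. In young libraries, Ighg1 was at 0.0189 FPKM in replicate 3 and Ighg2c at 0.0439 FPKM in replicate 1, each from 1 fragment, and Cxcr3 at 0.0632 FPKM in replicate 4, from 2 fragments, all against 0 in the others. Adamts19 was at 0.570 FPKM in young replicate 2, against 0.141 to 0.189. Erdr1 was at 1.41 FPKM and Dgkk at 1.05 FPKM in young replicate 4, against 2.66 to 2.90 and 1.42 to 1.47. Among old libraries, Ighg3 was at 0.845 FPKM in replicate 4, against at most 0.0959. Old replicate 2 had Col1a1 at 1.31 FPKM, Endou at 8.52 FPKM and Cxcl13 at 2.07 FPKM, against 0.937 to 0.965, 4.80 to 5.42 and 0.918 to 1.08. Old replicate 1 had H2-Aa at 47.4 FPKM and Cd74 at 185.1 FPKM, against 32.1 to 33.8 and 121.7 to 132.4.

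Outside the genes the paper discusses for these libraries, 7 genes of antigen presentation, 4 of macrophages and 3 of complement were higher in old pituitary. Cd36 rose with a log2 fold change of 3.62, and Gh and Dgkk had log2 fold changes of -1.36 and -2.98.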

How the results depend on the processing

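TMM scaling, the mean-variance trend, voom, the library size without the ribosomal RNA repeat genes and the thinned V family usage were chosen after the data had been examined. Igha passed the test and Igkc kept its direction under every alternative run, with log2 fold changes of 2.95 to 5.53 and 3.82 to 5.11, and Igkc lost its call only with the replicate block (log2 fold change 4.82, adjusted p = 0.11 from limma, against 4.5e-07 to 0.012 under its other alternatives). The replicate number did not pair the samples: libraries of the same number had correlations of their deviations of 0.037, -0.037, -0.0045 and 0.0064, and 1 of 4 young libraries correlated best with its own number. With the replicate block, which leaves fewer degrees of freedom, 4 genes were higher and 0 lower in limma (3465 and 908 at an unadjusted p under 0.05), and 0 other antibody constant genes passed. Counts of genes moved with the scaling: 208 higher and 215 lower with RLE size factors, 200 and 218 with upper-quartile scaling, 207 and 197 with TMM, 213 and 187 without the hormone and ribosomal RNA repeat genes, and 268 and 97 without the hormone genes alone. They moved with the test, the filter and the pseudocount: 1419 higher and 346 lower with limma-trend on log2 CPM, 1391 and 349 with voom, 705 and 139 with a mean-variance trend, 263 and 80 with no filter, 1367 and 303 with at least 10 fragments in every library of a group, 689 and 138 with a pseudocount of 1, and 322 and 83 with a pseudocount of 0.01. The cause was not tested. Other antibody constant genes past the threshold were 2 with limma-trend on log2 CPM, voom and a pseudocount of 0.01 (Ighg2b and Ighm). Leaving out 1 library, which leaves fewer samples, gave 64 to 327 genes higher and 21 to 163 lower: 96 and 37, 327 and 163, 83 and 21, and 226 and 53 without young replicates 1 to 4, and 79 and 26, 64 and 33, 136 and 41, and 239 and 73 without old replicates 1 to 4. Between 1 and 2 other antibody constant genes then passed (2 without old replicate 1, Ighm and Iglc2). Igkc, Igha, Ighm, Gh, Cd36, Dgkk, Col1a1, Pappa2, Pcdh10, Crtac1 and H2-DMb1 passed without any 1 library. The number of gene lists past the threshold of camera was 16, 0 with an estimated correlation, and 11 to 15 without 1 library. With fry, which tests for a shift in one direction and not against other genes, 7 lists passed. In the fry test for changes in either direction, further lists passed, among them B cell genes and pituitary hormone genes (adjusted p = 6.6e-05 and 2.0e-05). Blood cell genes, among others, did not (adjusted p = 0.52 from fry). The 13.1-fold difference in V segment CPM was 40.0-fold for Ighv alone and 10.2-fold for Igkv alone, and 10.9 to 16.5 without 1 library, where 4 libraries against 3 cannot give a p under 0.057 in this exact test. The ratio of segments at equal fragments was 1.06, 1.32 with group sums and 1.03 to 1.13 without 1 library. The difference of family distances was 0.26 to 0.39 without 1 library, with p = 0.057 (exact permutation) without old replicate 2, 3 or 4 (0.261, 0.267 and 0.260). Genes that did not pass the test changed sign: Prl to -0.14 with RLE, -0.15 with upper-quartile scaling, -0.13 with TMM, -0.040 without the hormone genes and -0.12 without the hormone and ribosomal RNA repeat genes, and Pecam1 to -0.084, -0.093, -0.075 and -0.068 under the same settings except the library size without the hormone genes alone. Without 1 library the log2 fold changes were -0.072 to 0.056 for Prl, -0.021 to 0.16 for Pecam1, -0.19 to 0.057 for Pou1f1, -0.032 to 0.37 for Tshb and -0.18 to 0.083 for Epcam. Over the 61 named genes, 905 of 1261 alternative values kept direction and side of the threshold, 300 fell below it, 34 rose past it and 22 changed sign. For single gene lists, 502 of 598 kept their side, 86 fell below the threshold and 10 rose past it. The DESeq2 Wald test planned for counts was not run, because the deposited values are FPKM. The antibody constant genes other than Igkc, Igha and Ighm rest on at most 59 fragments in old pituitary where these could be computed back.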

Differences from the paper's values

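None of the tests of V segments below was chosen after its result was seen, but they were set after the paper's Table S1 had been seen. The number of segments above 0 in each library was the same as in the paper's Table S1. The paper describes the V segment repertoire of young and old pituitary as comparable. Of the 37 segments detected in young pituitary, 33 were also detected in old pituitary, which had 1038 V segment fragments against 77, so that a large overlap is expected. The numbers detected at 8 fragments per library lie close to the most that can be seen and decide nothing. With the fragments of each age summed, 48.9 segments (95% of draws between 42 and 55) were detected in old pituitary at the 77 fragments that gave 37 in young pituitary. The shares of the V families differed, with Igkv4 at 51.9% of the young and 14.0% of the old V segment fragments, and a distance between ages 0.29 above that within ages (exact permutation, p = 0.029, and p = 0.057 without old replicate 2, 3 or 4). Whether all these fragments came from antibody transcripts was not tested, so the shares need not be those of the repertoire.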

Other observations

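TMM scaling, voom and the library size without the hormone and ribosomal RNA repeat genes, named below, were chosen after the data had been examined. Among 7 hormone genes, Gh fell from 62323 to 24327 FPKM, a log2 fold change of -1.36 (standard error 0.13, adjusted p = 0.0076 from limma), and Lhb, the beta subunit of luteinizing hormone, had a log2 fold change of -0.76 (adjusted p = 0.044 from limma), with 2 lower when adjusted over the list alone (adjusted p = 0.037 from camera, lost with RLE, upper-quartile and TMM scaling, and adjusted p = 0.46 with an estimated correlation). Prl, Pomc and Tshb did not pass the test (log2 fold changes 0.01, 0.36 and 0.20). Of 30 regulators and receptors tested, Gnrhr, the receptor of gonadotropin-releasing hormone, fell by 1.33 on the log2 scale (adjusted p = 0.017 from limma), Ghsr, the ghrelin receptor, fell by 1.78 and Neurod1 fell by 0.94, while Trhr, the receptor of thyrotropin-releasing hormone, rose by 1.79 (2 higher and 4 lower when adjusted over the list alone; adjusted p = 0.018 from camera, lost with RLE and upper-quartile scaling, and adjusted p = 0.50 with an estimated correlation). The call of Trhr was lost with RLE, upper-quartile and TMM scaling. Lhb and Neurod1 overlap other genes, and their counts are uncertain. Dgkk, a diacylglycerol kinase, had the largest fall. Pappa2, a protease that cleaves insulin-like growth factor binding proteins, had a log2 fold change of -1.89, Pcdh10 of -1.90, Crtac1 of -1.82, Scd1 of -1.69, Rnd3 of -1.60, Tnnt1 of -1.58 and Nefl of -1.44. The collagen genes Col1a1 and Col3a1 fell by 1.55 and 1.59 on the log2 scale, and they were the 2 lower genes among 20 mesenchymal genes (5 lower when adjusted over the list alone; adjusted p = 1.3e-07 from camera, adjusted p = 0.32 with an estimated correlation).

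Of 20 genes of antigen presentation, 7 rose and none fell (18 higher when adjusted over the list alone; adjusted p = 3.6e-10 from camera, adjusted p = 0.32 with an estimated correlation). Cd74, the invariant chain of MHC class II, rose from 47.7 ± 13.1 to 140.4 ± 30.2 FPKM (SD, n = 4 each), and H2-Aa, H2-Eb1 and H2-DMb1 had log2 fold changes of 1.59, 1.49 and 1.55. Of 14 complement genes, C4b, C1qb and C5ar1 rose (8 higher when adjusted over the list alone; adjusted p = 0.00026 from camera, adjusted p = 0.32 with an estimated correlation), C4b by 2.49 on the log2 scale. Fcgr1, C1qb, Ctss and Lyz2 were the 4 macrophage genes that rose. Other large rises were those of Cd36, a fatty acid transporter, and of Spon1 at 3.04, Nupr1 at 2.65, Adamts19 at 2.28, Capn8 at 2.10, Endou at 2.07 and Erdr1 at 2.05 on the log2 scale. The calls of C5ar1, Capn8 and Erdr1 were lost with RLE, upper-quartile and TMM scaling. Vcam1, an adhesion molecule, rose by 1.64 among 14 homing and survival factors of plasma cells (6 higher when adjusted over the list alone; adjusted p = 0.046 from camera, 0.055 with voom, adjusted p = 0.53 with an estimated correlation), and the call of Vcam1 was lost without the hormone genes in the library size.

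No member of the cell division list (26 tested) passed the test in limma (0 when adjusted over the list alone, 3 lower at an unadjusted p under 0.05, and 3 lower with voom), and none of the immediate early list (14 tested; 4 lower when adjusted over the list alone, 6 lower at an unadjusted p under 0.05, and 6 lower with voom). Both lists stood below other genes (adjusted p = 8.3e-09 and 1.3e-08 from camera, adjusted p = 0.46 and adjusted p = 0.32 with an estimated correlation). Kif11 had a log2 fold change of -1.44, Egr2 of -1.34 and Atf3 of -1.40. Of 14 pituitary stem cell genes, none passed in limma (2 higher and 2 lower at an unadjusted p under 0.05, 1 lower with voom and 1 lower when adjusted over the list alone), with an adjusted p of 0.0050 from camera for a list below other genes and an adjusted p of 0.41 with an estimated correlation. None of 16 genes of senescence and cell cycle inhibition passed in limma (5 higher and 1 lower at an unadjusted p under 0.05, 3 higher and 1 lower with voom and 1 higher when adjusted over the list alone; adjusted p = 0.78 from camera).

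Of the 79 cytosolic ribosomal protein genes tested, none passed the test in limma in whole pituitary (9 higher at an unadjusted p under 0.05, 3 with voom and 0 when adjusted over the list alone). Their median log2 fold change was 0.14, close to the 0.15 of all genes, with an adjusted p of 0.037 from camera, lost with RLE, upper-quartile and TMM scaling, and an adjusted p of 0.95 with an estimated correlation. None of 41 translation factor genes passed in limma or voom (2 higher at an unadjusted p under 0.05 in limma and 0 when adjusted over the list alone; adjusted p = 0.36 from camera). The list stood below other genes with RLE, upper-quartile and TMM scaling and without the hormone and ribosomal RNA repeat genes in the library size (adjusted p = 0.0028, 0.0023, 0.0042 and 0.0053 from camera), with a median log2 fold change of -0.097 with RLE, and had an adjusted p of 0.95 with an estimated correlation as scaled in the FPKM. The paper's statement on the translation machinery is about a single-cell cluster, which was not analysed here.

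Of 28 interferon-stimulated genes, none passed in limma (9 higher at an unadjusted p under 0.05, 3 with voom and 2 when adjusted over the list alone), with an adjusted p of 0.018 from camera and an adjusted p of 0.82 with an estimated correlation. Trib3 rose among 24 genes of the unfolded protein response (1 higher when adjusted over the list alone; adjusted p = 0.037 from camera, adjusted p = 0.82 with an estimated correlation), and both calls were lost with RLE, upper-quartile and TMM scaling (0.083, 0.078 and 0.079 for the gene, 0.22, 0.24 and 0.21 for the list). None of 82 mitochondrial ribosomal protein genes passed in limma or voom (15 higher at an unadjusted p under 0.05 in limma and 0 when adjusted over the list alone; adjusted p = 0.037 from camera, lost with RLE, upper-quartile and TMM scaling, and adjusted p = 0.82 with an estimated correlation). None of 93 nuclear genes of oxidative phosphorylation passed in limma (10 higher at an unadjusted p under 0.05, 1 with voom and 0 when adjusted over the list alone; adjusted p = 0.54 from camera), and none of 16 endothelial genes (1 higher and 1 lower at an unadjusted p under 0.05, 1 higher with voom and 0 when adjusted over the list alone; adjusted p = 0.53 from camera). In limma, the mitochondrially encoded mt-Co3 was the 1 gene higher of 37 (log2 fold change 0.72; 4 higher with voom and with limma-trend on log2 CPM, and 1 higher when adjusted over the list alone; adjusted p = 0.91 from camera) and Mbp the 1 gene higher of 8 glial genes (log2 fold change 0.44; 2 higher with voom, and 2 higher and 1 lower when adjusted over the list alone; adjusted p = 0.99 from camera), and the call of Mbp was lost with RLE, upper-quartile and TMM scaling. The neurofilament genes Nefl and Nefm, which overlap each other, were the 2 lower genes among 11 neuronal and hypothalamic genes (3 lower when adjusted over the list alone; adjusted p = 0.085 from camera). When 1 library was left out, the calls of Mbp and Erdr1 were kept in 0 of 8 tests, those of Lhb, Neurod1, Trhr, Tnnt1, Nefl, Vcam1, C5ar1, Lyz2, Trib3 and mt-Co3 in 1, and those of Adamts19, Capn8, Ghsr and Nefm in 2. Those of Cd74, H2-Eb1, C1qb, Ctss, Rnd3 and Scd1 were kept in 3, and those of H2-Aa, Endou, Spon1 and Nupr1 in 4. The call of Col3a1 was kept in 5, those of C4b and Fcgr1 in 6 and that of Gnrhr in 7.

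Of the 10 V segments of Figure 2G, 9 were measured. They had 1 fragment in young pituitary, of Ighv1-82, and 16 in old pituitary, of which Ighv1-81 had 6 and Ighv1-9 had 4. Cd79a had a log2 fold change of 1.21 (adjusted p = 0.074 from limma), and Cd79b, its partner in the B cell receptor, had -0.70 (adjusted p = 0.067 from limma). Neither passed the test. Cd79b was the B cell gene that was lower at an unadjusted p under 0.05. It lies on chromosome 11 from 106311341 to 106314762, near Gh, which lies from 106300271 to 106301865. Cd79b had 226 fragments in young pituitary, against 35 of Cd79a. Whether its level reflects B cells was not tested.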
